# Switching harmful visceral fat to beneficial energy combustion improves metabolic dysfunctions

**DOI:** 10.1172/jci.insight.89044

**Published:** 2017-02-23

**Authors:** Xiaoyan Yang, Wenhai Sui, Meng Zhang, Mei Dong, Sharon Lim, Takahiro Seki, Ziheng Guo, Carina Fischer, Huixia Lu, Cheng Zhang, Jianmin Yang, Meng Zhang, Yangang Wang, Caixia Cao, Yanyan Gao, Xingguo Zhao, Meili Sun, Yuping Sun, Rujie Zhuang, Nilesh J. Samani, Yun Zhang, Yihai Cao

## Abstract

Visceral fat is considered the genuine and harmful white adipose tissue (WAT) that is associated to development of metabolic disorders, cardiovascular disease, and cancer. Here, we present a new concept to turn the harmful visceral fat into a beneficial energy consumption depot, which is beneficial for improvement of metabolic dysfunctions in obese mice. We show that low temperature–dependent browning of visceral fat caused decreased adipose weight, total body weight, and body mass index, despite increased food intake. In high-fat diet–fed mice, low temperature exposure improved browning of visceral fat, global metabolism via nonshivering thermogenesis, insulin sensitivity, and hepatic steatosis. Genome-wide expression profiling showed upregulation of WAT browning–related genes including *Cidea* and *Dio2*. Conversely, *Prdm16* was unchanged in healthy mice or was downregulated in obese mice. Surgical removal of visceral fat and genetic knockdown of UCP1 in epididymal fat largely ablated low temperature–increased global thermogenesis and resulted in the death of most mice. Thus, browning of visceral fat may be a compensatory heating mechanism that could provide a novel therapeutic strategy for treating visceral fat–associated obesity and diabetes.

## Introduction

Obesity is an epidemic predisease condition that contributes to high incidences of type 2 diabetes, cardiovascular disease, inflammatory disorders, and certain cancers (1–5). S.c. obesity is relatively harmless, but visceral fat adiposity is highly associated with high incidence of type 2 diabetes and mortality, even in people with normal body index (6, 7). Thus, distinguishing the adiposity location may predict the prevalence of metabolic diseases.

In support of this notion, a series of studies showed the existence of a number of molecular signatures in brown adipose tissue (BAT), beige/brite/browning adipose tissue, and “genuine” white adipose tissue (WAT) (8–13). Furthermore, white and brown adipocytes are not derived from the same precursor cells, but rather, BAT adipocytes arise from a Myf5^+^ myocyte-like lineage, although adiomyocytes could be a common precursor (14–17). The transcription factor PRDM16 defines browning adipocytes in s.c. WAT (7). With selective deletion of PRDM16 in adipocytes without affecting classical BAT function, s.c. WAT loses its browning ability but acquires the morphological and functional characteristics of visceral fat (7). Functionally, mice lacking functional adipocyte PRDM16 show obesity, liver steatosis, and insulin resistance. Thus, PRDM16 is the key determinant for beige adipocyte development and regulation of global metabolism (7).

Among all browning agents, cold exposure–stimulated sympathetic activation is probably the most physiologically relevant WAT browning stimulus (18, 19). Exposure of rodents to 4°C induces a browning phenotype of s.c. WAT, along with increased uncoupling protein 1–dependent (UCP1-dependent) heat production (20–23). Unlike s.c. WAT, this same cold condition cannot significantly induce browning of visceral fat including epididymal and mesenteric fat depots (7, 21–23). However, it has been shown that visceral fat can begin browning under certain circumstances. For example, retinaldehyde dehydrogenase 1–deficient mice show browning of visceral fat (24). Additionally, WAT browning is also controlled by genetic factors (25). From these and other findings, s.c. WAT and visceral WAT are believed to be functionally different fat depots. However, constant 4°C rarely exists in any given natural environment, and relentless variations of temperature occur. To the best of our knowledge, no study has exposed experimental mice to freezing low temperatures to investigate the browning activation of various adipose depots.

In this work, we exposed mice to physiologically tolerable freezing temperature — not just the classical 4°C, widely used to study BAT activation and browning of s.c. WAT (19, 20, 22, 23) — to induce browning of visceral fat. Visceral fat browning in obese mice under freezing low temperature had a global functional impact on improving thermogenic metabolism, insulin sensitivity, and liver steatosis. Visceral fat may serve as a reserve mechanism of heat production in defending against severe low temperature for survival in mice. Moreover, human preadipocytes from visceral WAT have the bona fide capacity to differentiate UCP1-positive browning adipocytes. If the same mechanism exists in humans, our findings may provide a new therapeutic option for visceral fat obesity and its related metabolic diseases.

## Results

### Impact of low temperature on food intake, body weight, and core body temperature.

To study the effect of physiologically tolerable low temperature on mouse food intake and body weight, we exposed C57BL/6J mice to various low temperatures, including 4°C, –10°C, and –10°C/–20°C. The thermoneutral temperature 30°C was used as a control. During cold exposure at 4°C, –10°C, and –10°C/–20°C, food intake was markedly increased, with no significant differences among the three cold-exposed groups (Figure 1A), but the total body weight of the three groups of animals was significantly decreased with reducing environmental temperature relative to the thermoneutral condition; consequently, the mice exposed to –10°C/–20°C showed the lowest body weight, which was significantly lower than with 4°C and –10°C (Figure 1, A and B). Similar to body weight loss, BMI was progressively reduced with temperature reduction (Figure 1A). The lean body was also decreased (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.89044DS1). Under these low-temperature conditions, the core body temperature of mice remained unchanged (Supplemental Figure 1B). Thus, progressively reducing environmental temperature caused a food intake–independent reduction in body weight and BMI in mice. Additionally, physical activity was markedly reduced in extreme ambient low temperature groups relative to the 4°C group (Supplemental Figure 1C). By contrast, nesting materials were significantly increased in extreme low-temperature groups (Supplemental Figure 1C).

### Low temperature–dependent fat mass reduction and browning of visceral fat depot.

The total mass of epididymal WAT (eWAT), a “genuine” or “real” white fat depot, was markedly reduced with decreased environmental temperature. eWAT mass decreased approximately 80% with –10°C/–20°C compared with 30°C (Figure 1, B and C). Reduction in eWAT mass appeared to be dependent on reducing temperature, and eWAT weight was decreased more than 50% with –10°C/–20°C relative to 4°C (Figure 1C). Similar to eWAT, the s.c. WAT mass was reduced with lower temperature, although to a lesser extent than for eWAT (Figure 1C). In contrast to s.c. and visceral WATs, the total BAT weight at 4°C, –10°C, and –10°C/–20°C remained unchanged, although BAT masses of these groups were significantly lower than they were in thermoneutrality (Figure 1C). Along with decreasing temperature, increases of mouse mortality were also observed (Figure 1D).

Adipocytes under 30°C appeared to be larger and to be unilocular cells with cell nucleus located at the peripheral region (Figure 1E). With 4°C, the unilocular larger adipocytes of eWAT remained modestly decreased in size relative to 30°C (Figure 1E). However, with –10°C and –10°C/–20°C, the unilocular larger adipocytes appeared smaller, and multilocular cells contained a high density of intracellular organelles. Moreover, with –10°C and –10°C/–20°C, eWAT adipocytes expressed a high level of UCP1 protein, with the highest expression at –10°C/–20°C (Figure 1, E and F). The total mitochondrial content was higher in eWAT adipocytes with –10°C and –10°C/–20°C than with 30°C and 4°C. Other parameters, including adipocyte size as measured by perilipin A and endomucin-positive microvessel density, were proportionally altered, along with reducing temperature (Figure 1, E and F). Exposure to the classically 4°C cold environment did not substantially alter UCP1 and mitochondrial content in eWAT (Supplemental Figure 2A).

Histological and immunohistochemical analyses revealed virtually identical results in other visceral fat depots as in eWAT, including retroperitoneal WAT (rWAT) and mesenteric WAT (mWAT), with low temperature–dependent browning of these visceral fat depots (Supplemental Figure 3 and Supplemental Figure 4). In rWAT and mWAT, UCP1 expression was higher with –10°C and –10°C/–20°C than 4°C (Supplemental Figure 3 and Supplemental Figure 4). These findings generalize our conclusions that extremely low temperatures induce browning and UCP1-dependent thermogenesis of visceral fat.

Exposure of animals to –10°C and –10°C/–20°C markedly augmented UCP1-, mitochondrial prohibitin-, and endomucin-positive signals in s.c. WAT (Supplemental Figure 5, A and B). In particular, UCP1 protein expression was higher with –10°C/–20°C than 4°C (Supplemental Figure 5C). Thus, mitochondria-associated thermogenesis and adipose angiogenesis in s.c. fat became further elevated under extremely low temperature conditions. The key difference between visceral and s.c. WAT was that 4°C induced UCP1 expression and browning of s.c. fat but failed to switch on a browning phenotype in visceral fat (Figure 1 and Supplemental Figure 5). In striking contrast, UCP1 expression was nearly identical in interscapular BAT (iBAT) with 4°C, –10°C, and –10°C/–20°C, although levels were significantly higher than with 30°C (Supplemental Figure 6, A–C). Consistently, the prohibitin-positive mitochondrial content and endomucin-positive microvessel density in BAT was the same with –10°C and –10°C/–20°C as with 4°C (Supplemental Figure 6 A and B). Thus, activation of BAT peaked at 4°C, and further decreases of temperature could not augment UCP1 expression. In support of this notion, UCP1 protein levels in BAT with 4°C, –10°C, and –10°C/–20°C were indistinguishable (Supplemental Figure 6C).

### Genome-wide profiling of browning-related genes of low temperature–exposed visceral and s.c. WAT.

To gain molecular signatures of browning of visceral WAT, we performed genome-wide profiling of gene expression in eWAT with 4°C, –10°C, and –10°C/–20°C. Heat map analysis of eWAT demonstrated that a cluster of genes was increasingly upregulated with decreasing temperature and another cluster was downregulated (Figure 2A). 

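RNA of eWAT, the epididymal fat pad that stands for visceral fat here, was read on 12 Affymetrix Mouse Exon 1.0 ST arrays, with 3 arrays each for 30°C, 4°C, –10°C, and –10°C/–20°C. The labels number the arrays of each group as biological replicates and name no mouse, litter, or hybridization day, so that the p-values measure the spread between these arrays. They shorten the name of the coldest group to –20°C and count 5 weeks of exposure, the time at 4°C included. The paper's methods give 1 week at 18°C and 1 week at 4°C for the cold groups, after which the 4°C group stayed at 4°C. The other 2 groups went through a stepwise adaptation and 3 weeks at the final temperature, which in the coldest group was –20°C by day and –10°C by night. The authors processed the arrays with RMA in Affymetrix Expression Console, and the deposited values are log2 signals per gene, already corrected for background and normalized between arrays. Versions of that software are not given in the sources used here. Of the probe sets in the deposited table, 14996 carried 1 gene symbol, 1019 carried several, and 7317 carried none. Where several probe sets named 1 gene, as for 135 genes, the brightest was kept, and 14860 genes were tested. Median values of the arrays lay between 5.19 and 5.44, and 10210 to 10541 genes per array were above a background level of 4.52, the 95th percentile of 718 olfactory receptor genes. Where a gene was below this level on all arrays of a group, its fold change is given as a lower bound, the mean of the brighter group against the background level, beside the measured log2 difference. Arrays of the same group correlated at 0.972 to 0.989, and arrays of different groups at 0.968 to 0.989, so that these correlations do not set the groups apart. Groups were compared with limma on the log2 values, with 1 estimate of the spread for all 4 groups and Benjamini-Hochberg adjustment over all genes. The number of arrays limits the precision. In Supplemental Table 1, the names of 4 arrays (2 at 30°C and 2 at 4°C) have another form than those of the other 8, and the paper's text and tables do not say what the form stands for. Among these 4 arrays, limma called 0 genes different between 4°C and 30°C at an adjusted p under 0.05 and 2369 at an unadjusted p under 0.05. The other 8 hold a single array of 30°C and of 4°C, which is assumed to vary like the other groups. Among these 8 it called 1258 genes with –10°C/–20°C against 30°C, 68 with –10°C against 30°C, 11 with 4°C against 30°C, and 658 with –10°C/–20°C against –10°C. It called 2 with –10°C/–20°C against 4°C (2109 unadjusted) and 1 with –10°C against 4°C (1072 unadjusted).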

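Many genes of fat synthesis and of mitochondrial and peroxisomal metabolism were higher in eWAT with –10°C/–20°C than with 30°C, and many genes of macrophages and extracellular matrix were lower. Against 30°C, 452 of 14860 genes differed with 4°C (312 higher and 140 lower), 1239 with –10°C (788 higher and 451 lower), and 2707 with –10°C/–20°C (1068 higher and 1639 lower), at an adjusted p under 0.05 from limma (n = 3 arrays per group). Of the 10 measured genes of triglyceride synthesis, 7 rose with –10°C/–20°C (7 when adjusted over the list alone), among them the acyltransferases Agpat2, by 2.31 on the log2 scale (SE 0.13, adjusted p = 6.8e-06), and Gpam, by 2.05 (SE 0.15, adjusted p = 3.0e-05). Among 18 genes of de novo fatty acid synthesis, 12 rose and 6 did not pass the test (14 rose when adjusted over the list alone). They include Scd3, a stearoyl-CoA desaturase, which was below background on all 3 arrays with 30°C and rose at least 33.8-fold (measured log2 fold change 5.61, SE 0.37, adjusted p = 2.0e-05). Elovl6 had a log2 fold change of 3.28, Acacb one of 2.09, and Fasn, the fatty acid synthase, one of 2.07. The median log2 fold change of these 2 lists with 4°C, –10°C, and –10°C/–20°C was 1.08, 0.96, and 1.42 for triglyceride synthesis and 0.97, 1.32, and 1.04 for fatty acid synthesis. In cholesterol synthesis, 8 of 17 genes rose (9 when adjusted over the list alone), with Cyp51 at 3.46 and Pmvk at 2.19. Glucose uptake, glycolysis, and glycogen were represented by 18 genes, of which 12 rose, 1 fell, and 5 did not pass (13 and 2 when adjusted over the list alone). Gys2, a glycogen synthase, rose 15.5-fold and Hk2 2.45-fold, whereas Ppp1r3c, a glycogen-targeting subunit named here after its values were seen, was the member that fell.

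Of 50 genes of the respiratory chain and ATP synthase, 30 rose with –10°C/–20°C and 20 did not pass (35 rose when adjusted over the list alone), with log2 fold changes of 1.28 for Uqcr10, 1.13 for Ndufs1, and 1.12 for Uqcrfs1. In the tricarboxylic acid cycle, 14 of 15 genes rose, both over all genes and when adjusted over the list alone, with Dld at 1.26 and Idh3a at 0.94. The set test camera, run with a preset correlation of 0.01, gave adjusted p-values of 1.7e-09 for triglyceride synthesis, 3.3e-11 for fatty acid synthesis, 7.0e-06 for cholesterol synthesis, 1.9e-07 for glucose and glycogen, 6.5e-19 for the respiratory chain, and 1.5e-12 for the tricarboxylic acid cycle. None of these 6 calls held with a correlation estimated from the arrays: adjusted p = 0.056 with an estimated correlation for triglyceride synthesis, 0.13 for cholesterol synthesis, and 0.057 for each of the other lists. With –10°C, 33 genes of the respiratory chain and 14 of the tricarboxylic acid cycle were higher than with 30°C, and both calls held (adjusted p = 0.031 and 0.037 with an estimated correlation). With –10°C the calls of triglyceride, fatty acid, and cholesterol synthesis held as well, with 7, 15, and 11 genes higher (adjusted p = 0.031, 0.031, and 0.037 with an estimated correlation), and that of glucose and glycogen did not (0.079). With 4°C, triglyceride synthesis was the 1 of these 6 whose call held (adjusted p = 0.032 with an estimated correlation). With the form of the array names as a block, the counts with –10°C fell to 13 in the respiratory chain, 4 in the tricarboxylic acid cycle, and 6 in cholesterol synthesis, with medians of 0.45, 0.52, and 0.93.

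Of 2537 genes that passed limma's moderated F-test over the 4 groups, 1014 had group means in the order of the temperatures, 360 rising and 654 falling as it became colder. The group means were highest or lowest with –10°C/–20°C in 1995 of the 2537. In 744 of these 2537 genes, the mean with 4°C lay farther from 30°C than the mean with –10°C. Between –10°C and 4°C, 6 genes differed: Klb was higher with –10°C, and Dennd2d, Mtss1, Per3, Prkce, and Star were lower (named after their values were seen). Between –10°C/–20°C and –10°C, 1064 genes differed, 300 higher and 764 lower, and between –10°C/–20°C and 4°C, 1452 differed, 376 higher and 1076 lower. All 3 arrays with –10°C/–20°C lay above or below all 3 with 30°C in 30.6% of genes, against 10% by chance.

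The balance of higher and lower genes moved with the scaling. After a repeated quantile normalization it was 1487 higher and 1488 lower with –10°C/–20°C against 30°C, 451 and 446 against –10°C, 618 and 757 against 4°C, and 310 and 237 for 4°C against 30°C. When each array was centred on its median, it was 1905 and 1004, 558 and 266, and 822 and 479 in the first 3 of these comparisons, and the median log2 fold change of all genes moved from −0.03 to 0.13, from −0.07 to 0.11, and from −0.04 to 0.14. With the form of the array names as a block, 1585 genes differed with –10°C/–20°C, 314 with –10°C, and 404 with 4°C against 30°C, as did 705 with –10°C/–20°C against 4°C, and 558 of 1501 genes past the F-test were in the order of the temperatures. Under this block the genes that rose with –10°C/–20°C numbered 20 in the respiratory chain, 7 in the tricarboxylic acid cycle, 3 in cholesterol synthesis, and 5 in glucose and glycogen, with medians of 0.39, 0.42, 0.49, and 0.47. Single arrays weighed on several counts. Against 30°C, the count with 4°C was 199, 197, 129, and 190 without 30°C replicate 1, 30°C replicate 2, 4°C replicate 1, and 4°C replicate 3. The count with –10°C was 769, 758, 696, 760, and 820 without 30°C replicate 1, 30°C replicate 2, and –10°C replicates 1, 2, and 3. Between –10°C/–20°C and –10°C it was 392, 526, 423, and 565 without –10°C replicates 1 and 3 and –10°C/–20°C replicates 2 and 3, and between –10°C/–20°C and 4°C it was 829, 929, 833, and 901 without 4°C replicates 1 and 2 and –10°C/–20°C replicates 2 and 3. The count of 6 between –10°C and 4°C ranged from 0 (without 4°C replicate 1 or –10°C replicate 1, by limma, where 1065 genes passed unadjusted with all arrays) to 14 (without –10°C replicate 3), and it was 3 without 30°C replicate 1 or –10°C replicate 2 and 2 without 30°C replicate 3 or 4°C replicate 3. The methods' t-test, adjusted in the same way, called 593, 19, and 0 genes with –10°C/–20°C, –10°C, and 4°C against 30°C, and 3354, 2537, and 1611 before adjustment.

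**Figure D1:**
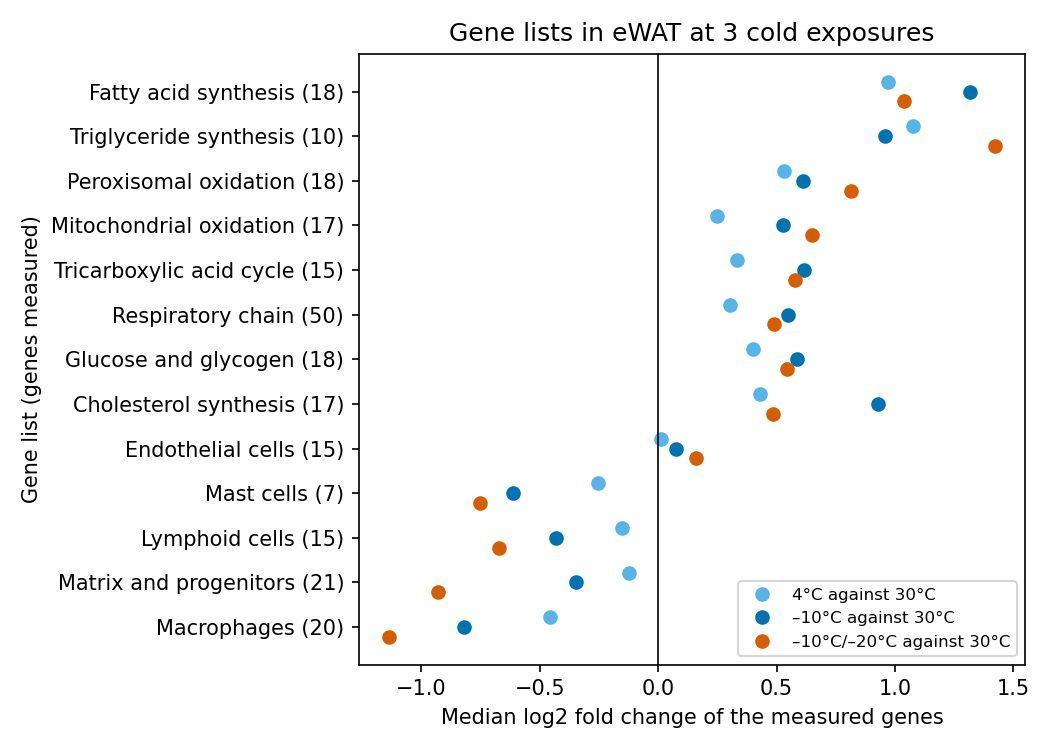
Median log2 fold change against 30°C of the measured genes of 13 lists (horizontal axis), with the number of genes measured after each list's name (vertical axis). Points are medians over genes for 4°C, –10°C, and –10°C/–20°C, from group means of 3 arrays. The medians of fatty acid and triglyceride synthesis lie between 0.96 and 1.42, and that of macrophage genes falls from −0.46 with 4°C to −1.14 with –10°C/–20°C.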

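Macrophage genes were lower in all cold groups: of 20 measured, 7 fell with 4°C, 12 with –10°C, and 15 with –10°C/–20°C against 30°C (13, 18, and 16 when adjusted over the list alone). With –10°C/–20°C the log2 fold change was −4.32 for the metalloproteinase Mmp12 (SE 0.56, adjusted p = 3.7e-04, below background on 1 of the 3 arrays with –10°C/–20°C), −2.84 for Cd83 (SE 0.13, adjusted p = 4.1e-06), and −1.99 for Folr2 (SE 0.11, adjusted p = 6.8e-06; limma, n = 3 arrays per group). The camera call on this list had an adjusted p of 7.8e-14, and it held with –10°C/–20°C and –10°C but not with 4°C when the correlation was estimated (adjusted p = 0.042, 0.027, and 0.051 with an estimated correlation). Extracellular matrix and stromal progenitor genes fell mostly in the coldest group. With –10°C/–20°C, 13 of 21 were lower (19 when adjusted over the list alone) and with –10°C, 3 were. With –10°C it was 6 with each array centred on its median, 5 after a repeated quantile normalization, and 1 with the form of the array names as a block. With –10°C/–20°C these settings gave 12, 16, and 13. In the coldest group the fibrillar collagens Col3a1, Col1a1, and Col1a2 had log2 fold changes of −2.15, −2.08, and −1.79. The camera test of this list gave adjusted p = 5.5e-11, which did not hold (adjusted p = 0.12 with an estimated correlation). Mast cell markers included 4 of 7 that fell (5 when adjusted over the list alone), namely Cpa3, Cma1, Kit, and Hdc. Lymphocyte markers included 3 of 15 that fell (5 when adjusted over the list alone), namely Cd3g, Cd4, and Ccr7, with log2 fold changes of −1.37, −1.25, and −1.02. With –10°C/–20°C these 3 were below background on 3, 1, and 2 of the 3 arrays, so that Cd3g fell at least 1.81-fold. Their camera calls, with adjusted p of 0.018 and 5.5e-04, did not hold either (adjusted p = 0.19 and 0.36 with an estimated correlation). Endothelial markers went both ways. Kdr, Flt1 (named after its values were seen), and Vegfa, a ligand of these receptors rather than a marker, rose and Cldn5 and Aplnr fell among 15 genes (4 and 3 when adjusted over the list alone). The call of Vegfa was lost with the form of the array names as a block, and with each array centred on its median 5 rose. Their median log2 fold change was 0.16, or 0.31 with centring and 0.10 with the block, and the camera test did not call them (adjusted p = 0.24). With the form of the array names as a block, 15 macrophage and 13 matrix genes were lower with –10°C/–20°C, with medians of −1.15 and −1.10. In the same fit, 8 macrophage genes were lower with –10°C, 3 with 4°C, and 1 mast cell marker and 1 lymphocyte marker with –10°C/–20°C.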

Further detailed analysis showed that elongation of very long chain fatty acids-like 3 (*Elovl3*), cell death–inducing DNA fragmentation factor, α subunit-like effector A (*Cidea*), and cytochrome c oxidase subunit 8b (*Cox8b*) were among the top 10 most upregulated genes with –10°C/–20°C (Figure 2B). 

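Elovl3 (probe set 6870028), which encodes an elongase of very long chain fatty acids, had the largest measured log2 difference upward of all 14860 genes with –10°C/–20°C. Its log2 value was 8.99 ± 1.14 (SD, n = 3 arrays) against 2.81 ± 0.17 with 30°C, a log2 fold change of 6.18 (SE 0.73, adjusted p = 2.2e-04 from limma). With 30°C and 4°C it was below the background level on every array, so that the rise was at least 22.1-fold. By such bounds its place above Scd3, with at least 33.8-fold, is open. With –10°C its arrays spread widely, at 5.36 ± 1.62. Cidea (probe set 6861705), a lipid droplet protein of brown fat, ranked 8th by log2 fold change, at 8.18 ± 0.89 against 4.76 ± 0.08 (log2 fold change 3.41, SE 0.37, adjusted p = 1.2e-04). Cox8b (probe set 6972159), a subunit of cytochrome c oxidase, ranked 12th, at 8.86 ± 0.45 against 5.58 ± 0.38 (log2 fold change 3.28, SE 0.30, adjusted p = 5.6e-05). Cox8b had risen with 4°C and –10°C as well, with log2 fold changes of 2.17 and 3.45, and Cidea with –10°C, with 2.79, whereas Elovl3 did not pass the test with –10°C (measured log2 fold change 2.55, adjusted p = 0.057, 1 of its 3 arrays below background). The other genes among the 10 largest increases were Scd3, Cyp2b10 (a cytochrome P450), Tgm3, Gys2, Nr4a3, Cyp51, Serpina3b, and Pde4d, with log2 fold changes from 5.61 for Scd3 to 3.30 for Pde4d. Scd3 and Tgm3 were below background on all arrays with 30°C, and Tgm3 rose at least 15.7-fold. Gpcpd1, named here after its values were seen, ranked 11th at 3.29, and ranks 9 to 12 lay between 3.30 and 3.28, closer together than the standard error of any of them. Leaving out 30°C replicate 1, –10°C/–20°C replicate 2, or –10°C/–20°C replicate 3 put Cox8b at rank 7, 7, or 8, leaving out –10°C/–20°C replicate 1 put it at rank 20, and leaving out –10°C/–20°C replicate 2 or 3 put Cidea at rank 11 or 13. The methods' t-test, adjusted over all genes, called Elovl3 and Cox8b but not Cidea.

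Of 21 measured genes of the thermogenic program, 10 rose with –10°C/–20°C, 1 fell, and 10 did not pass the test (12 and 1 when adjusted over the list alone), with a median log2 fold change of 0.55. The camera test gave adjusted p = 5.3e-06, and the call held (adjusted p = 0.024 with an estimated correlation). Dio2, which activates thyroid hormone, was below background on all arrays with 30°C and rose at least 3.47-fold (adjusted p = 0.0039). Irf4, a transcription factor induced by cold in fat, rose 8.11-fold (log2 fold change 3.02, or 2.34 without 30°C replicate 1), whereas Ebf2, a factor of brown fat identity, fell by 1.05 on the log2 scale (SE 0.13, adjusted p = 3.0e-04). Ucp1 (probe set 6977656), the uncoupling protein of brown fat, had means below the background level in all 4 groups, so that no fold is given. Its log2 value was 4.37 ± 0.43 against 3.82 ± 0.07 with 30°C (log2 fold change 0.55, SE 0.17, adjusted p = 0.048), and the call was lost when only the arrays of these 2 groups were fitted, with the form of the array names as a block, and without any 1 array apart from –10°C/–20°C replicate 2. Ppargc1a, a coactivator of mitochondrial biogenesis, had a log2 fold change of 1.34 (SE 0.43, adjusted p = 0.054) and Prdm16 one of −0.07 (adjusted p = 0.74). Among 16 markers proposed for beige or brown lineages, Mpzl2, Fbxo31, Slc36a2, and Pdk4, the last named after its values were seen, rose, Epsti1 fell, and 11 did not pass (4 and 1 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.099). Of these, 3 rose with the form of the array names as a block. In creatine and calcium cycling, Gamt and Gatm, the enzymes of creatine synthesis, fell, with log2 fold changes of −1.70 and −1.21, and the other 9 of 11 genes did not pass (2 fell when adjusted over the list alone). The median of this list was −0.09, or 0.06 with arrays centred on their medians, where 1 rose, and camera gave adjusted p = 0.26.

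The largest decrease was that of leptin (Lep), from 10.78 ± 0.55 with 30°C to 4.30 ± 0.45 with –10°C/–20°C, a log2 fold change of −6.48 (SE 0.83, adjusted p = 3.4e-04). Lep was below background on 2 of the 3 arrays with –10°C/–20°C, so that the size of the fall is uncertain. It was followed by Mmp12, Atp6v0d2, Npr3 (the clearance receptor of natriuretic peptides), Sult1e1, and Cd83, with log2 fold changes from −4.32 to −2.84. Atp6v0d2 was below background on all arrays with –10°C/–20°C and fell at least 6.86-fold. Among 16 adipokines and genes of mature white adipocytes, 5 rose and 2 fell, over all genes and when adjusted over the list alone. Nrg4 rose 3.56-fold and Cebpb 1.93-fold, together with Nampt, Pparg, and Slc2a4, which were named after their values were seen, and Lep and Sfrp5 fell. In the fit with the form of the array names as a block, 3 rose and 2 fell. The median of this list was 0.05, or 0.20 with arrays centred on their medians, its mean was −0.31, and camera did not call it (adjusted p = 0.32).

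**Figure D2:**
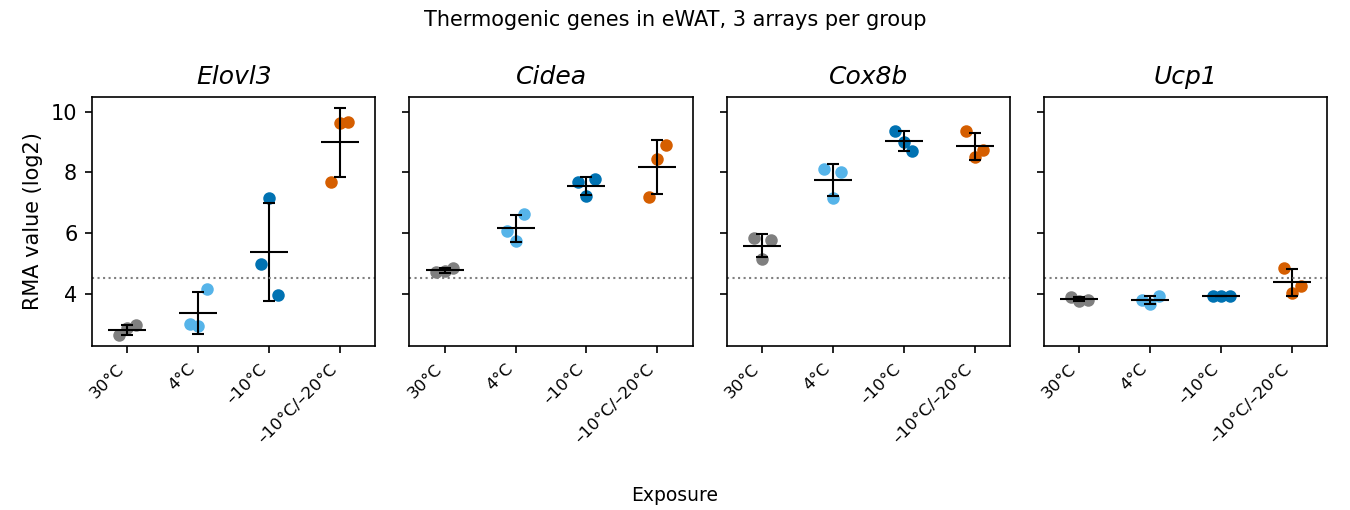
Deposited log2 values (vertical axis) of Elovl3, Cidea, Cox8b, and Ucp1 on each array with 30°C, 4°C, –10°C, and –10°C/–20°C (horizontal axis). Points are arrays, bars the mean and SD of 3 arrays, and the dotted line the background level of 4.52. Ucp1 has means of 3.82 with 30°C and 4.37 with –10°C/–20°C, both under the line.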

Volcano plotting analyses further supported higher lipolysis in visceral fat with –10°C/–20°C (Figure 2, C and D, and Supplemental Tables 1 and 2).

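With –10°C/–20°C against 30°C, most measured genes of fatty acid oxidation were called higher by limma, as were some genes of triglyceride breakdown. Among 9 measured genes of the lipases of triglyceride breakdown, their cofactors, and the carriers of fatty acids and glycerol, Abhd5, the coactivator of adipose triglyceride lipase, rose by 0.65 on the log2 scale (SE 0.15, adjusted p = 0.012) and Pnpla2, the lipase itself, by 0.32 (SE 0.09, adjusted p = 0.026; limma, n = 3 arrays per group). Aqp7, a glycerol channel, fell by 0.49 (SE 0.13, adjusted p = 0.022), and 6 did not pass the test (2 rose and 1 fell when adjusted over the list alone). The median log2 fold change of this list was 0.12 with –10°C/–20°C, with an adjusted p of 0.32 from camera, and 0.31 with 4°C and 0.26 with –10°C. When each array was centred on its median, the 3 medians were 0.27, 0.29, and 0.25, and with –10°C/–20°C it was 0.07 with the form of the array names as a block. The calls with 4°C and –10°C by camera had adjusted p = 0.0033 and 0.033, and neither held (adjusted p = 0.12 and 0.28 with an estimated correlation). Receptors and inhibitors that control lipolysis went both ways. Npr3, Hcar1 (a lactate receptor that restrains lipolysis), and Ffar2 (a receptor of short chain fatty acids) fell, with log2 fold changes of −3.03, −2.07, and −2.00. Ffar2 was below background on 1 of the 3 arrays with –10°C/–20°C. Ptger3, a prostaglandin receptor that also restrains lipolysis, rose by 1.31 (SE 0.41, adjusted p = 0.049) together with Pde3b (named after its values were seen), and 4 of 9 did not pass (4 rose and 4 fell when adjusted over the list alone; camera adjusted p = 0.51). With each array centred on its median, 4 of these receptors and inhibitors rose, and the call of Aqp7 was lost.

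In mitochondrial fatty acid oxidation, 11 of 17 genes rose and 1 fell (11 and 1 when adjusted over the list alone), with a median log2 fold change of 0.65. Cpt2 and Slc25a20, which bring fatty acids into the mitochondrion, rose by 1.56 (SE 0.13, adjusted p = 3.9e-05) and 1.55 (SE 0.17, adjusted p = 1.3e-04), Etfdh by 1.05, and Acadvl by 1.01, and the member that fell was Cpt1a, the carnitine palmitoyltransferase of the outer membrane, named after its values were seen. In peroxisomal oxidation and peroxisome biogenesis, 15 of 18 rose and 1 fell (15 and 1 when adjusted over the list alone), with Ehhadh at 3.26 (SE 0.36, adjusted p = 1.5e-04), Acot3 at 3.02 (below background on 1 of the 3 arrays with 30°C), and Hacl1 at 1.66, and with the transporter Abcd2 at −0.86. Camera called both lists, at adjusted p = 7.1e-09 and 2.1e-09, and neither call held with –10°C/–20°C (adjusted p = 0.057 and 0.10 with an estimated correlation), while that of mitochondrial oxidation held with –10°C (adjusted p = 0.039 with an estimated correlation).

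The paper's full list of lipolysis and fatty acid oxidation genes in Supplemental Table 1 has 141 of its 182 genes among those tested. Of these, 35 rose, 21 fell, and 85 did not pass with –10°C/–20°C (37 and 24 when adjusted over the list alone), 24 rose and 9 fell with –10°C, and 17 rose and 4 fell with 4°C. When each array was centred on its median, the split was 41 and 14 with –10°C/–20°C, 22 and 10 with –10°C, and 11 and 3 with 4°C. The camera call, at adjusted p = 0.024, did not hold (adjusted p = 0.38 with an estimated correlation). The part of this list that the study picked as differing on these same arrays holds 43 tested genes, of which 24 rose and 14 fell (25 and 16 when adjusted over the list alone), and since it was chosen on these arrays, its counts and its camera p, 8.3e-04 (adjusted p = 0.25 with an estimated correlation), are no independent evidence of a direction. Among the genes labelled in Fig. 2C and 2D, Apoc3, an apolipoprotein, had a log2 fold change of 2.93 (SE 0.47, adjusted p = 0.0013), Plin5, a lipid droplet protein, one of 1.41 (SE 0.19, adjusted p = 5.3e-04), and Tbl1xr1 one of 0.75 (SE 0.18, adjusted p = 0.014). Napepld and Pla1a, labelled as lower, had log2 fold changes of −1.47 and −0.68. With the form of the array names as a block, the calls of Abhd5, Pnpla2, Aqp7, and Ptger3 were lost, and 10 genes of peroxisomal and 10 of mitochondrial oxidation rose. With –10°C, in the same fit, these oxidation genes numbered 2 and 6, against 9 and 12 without the block, and 9 genes of the paper's full list rose and 4 fell. Of the 20 measured cytokine genes of Supplemental Table 2, Tnf, named after its values were seen, was lower (adjusted p = 0.026, with its mean with –10°C/–20°C below background), which did not hold when adjusted over the list alone or with each array centred on its median, and 13 of the 20 were below background in all groups (camera adjusted p = 0.51). The paper takes the volcano plots of the lipolysis genes as further support for higher lipolysis in visceral fat with –10°C/–20°C. It also measured glycerol release from eWAT and reports lipolysis increasing as the temperature fell, which RNA levels do not measure.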

*Ucp1* mRNA and protein expression became increasingly elevated with 4°C, –10°C, and –10°C/–20°C (Figure 2E), which provides further compelling evidence of activation of UCP1-dependent thermogenesis of visceral fat under extremely low-temperature conditions. Type II iodothyronine deiodinase (*Dio2*) has been implicated in cold-induced browning and lipolysis of WAT, as well as activation of BAT (26, 27). Similar to *Ucp1*, *Dio2* mRNA levels were increased with reducing temperature (Supplemental Figure 1D). Likewise, *Cidea* involved in cold-induced adipose metabolism was upregulated with reducing temperature (Supplemental Figure 1D). However, cytochrome c oxidase polypeptide 7A1 (*Cox7a1*) expression remained unchanged with all temperatures (Supplemental Figure 1D). The expression of peroxisome proliferator–activated receptor γ coactivator 1-α (*Pgc1α*), a transcriptional coactivator involved in energy metabolism, was modestly increased in eWAT with –10°C/–20°C relative to 30°C (Supplemental Figure 1E). Expression of *Prdm16*, a key factor causing browning of s.c. WAT at the posttranscriptional level (7), remained unchanged with all temperatures (Supplemental Figure 1E). *Ebf2* expression, involved in browning of WAT, remained unchanged with all cold temperatures (Supplemental Figure 1E).

In agreement with increased food intake, *leptin* levels were markedly reduced in eWAT with all cold groups (Figure 2F). With –10°C/–20°C, *leptin* level was barely detectable (Figure 2F). Consequently, circulating *leptin* levels successively decreased with reducing temperature (Supplemental Figure 1F). Additionally, levels of other factors, including *Adiponectin*, were lower in eWAT with –10°C/–20°C than 4°C, whereas *Resistin* levels remained unchanged in all groups (Figure 2F).

Although certain genes in cold-exposed s.c. WAT, including *Ucp1* and *leptin*, showed low temperature–dependent alterations as in eWAT, other transcription factors and adipokines were differentially expressed in visceral WAT and s.c. WAT under extreme low-temperature conditions (Figure 1, Supplemental Figure 1, and Supplemental Figure 7). In BAT, *Ucp1* mRNA expression peaked at 4°C, and lower temperature exposure did not further induce *Ucp1* expression (Supplemental Figure 8A). *Dio2* exhibited low temperature–dependent upregulation, but all other examined BAT activation–related factors — *Cidea, Prdm16,* and *Ebf2* (transcription factors)*; Cox7a1* (mitochondrial complex IV: cytochrome c oxidase subunit)*;* and *Pgc1α* (a transcriptional coactivator) *—* remained at similar levels with 4°C, –10°C, and –10°C/–20°C (Supplemental Figure 8, B and C). *Leptin* and *Adiponectin* levels were polarized during reducing environmental temperature (Supplemental Figure 8D). Again, extremely low –10°C/–20°C markedly downregulated *leptin* expression.

### Lower temperature–induced browning of visceral fat and body weight loss in obese mice fed a high-fat diet (HFD).

For pathophysiological relevance, we designed similar experiments with HFD-fed obese animals. C57BL/6J mice were fed a 60% fat diet for 4 months before exposure to various cold conditions and continued feeding with the same HFD chow. Under all low-temperature conditions, food intake was significantly increased relative to 30°C (Figure 3A), with no difference in food intake between 4°C, –10°C, and –10°C/–20°C. Strikingly, obese mice with –10°C and –10°C/–20°C seemed considerably leaner than with 4°C and 30°C, and their body weight was successively reduced under reducing temperature (Figure 3, A and B). Total body weight was reduced about 40% after 4-week exposure to –10°C/–20°C relative to 30°C and about 20% relative to 4°C (Figure 3A). Accordingly, BMI was successively decreased in a similar low temperature–dependent manner as for body weight (Figure 3A). Remarkably, the eWAT weight with –10°C/–20°C was decreased more than 80 percent relative to 30°C and more than 50 percent relative to 4°C (Figure 3C). S.c. WAT mass also exhibited a similar low temperature–dependent reduction, although the degree of depot reduction was lesser than in eWAT (Figure 3C). In sharp contrast, iBAT mass remained unchanged in all low temperature–exposed animals (Figure 3C), indicating that activation of BAT peaked with 4°C cold exposure. Again, decreasing of low temperature resulted in an increased rate of mouse mortality (Figure 3D).

Histological examination of eWAT showed low temperature–dependent induction of UCP1 expression and mitochondrial content in HFD-fed obese animals (Figure 3E). UCP1 expression and mitochondrial content were markedly increased with –10°C/–20°C relative to 4°C (Figure 3, E and G). Similar to lean mice, in obese mice, adipocyte sizes were substantially reduced and microvessel density was increased in eWAT with –10°C and –10°C/–20°C (Figure 3, F and G). These findings were further validated in rWAT and mWAT (Supplemental Figure 9 and Supplemental Figure 10), which generalizes the conclusion that browning and UCP1 upregulation occurs in all visceral fat depots of obese animals under extreme cold conditions.

### Modest browning response of obese s.c. WAT to 4°C exposure.

With 4°C exposure, UCP-1 expression and mitochondrial content was only modestly increased in s.c. WAT in obese mice as compared with lean healthy mice (Supplemental Figure 11, A–D, and Supplemental Figure 5). In obese animals, these two important browning parameters together with microvessel density were increasingly elevated in s.c. WAT with –10°C and –10°C/–20°C (Supplemental Figure 11). Adipocyte sizes were reduced with reducing temperature (Supplemental Figure 11, A and B). With 4°C exposure, UCP1 level and mitochondrial content in s.c. WAT was lower in obese mice than lean in healthy mice (Supplemental Figure 11D and Supplemental Figure 5). Therefore, s.c. WAT was less susceptible to cold-induced browning in obese than lean mice. In contrast to s.c. WAT, in iBAT, –10°C and –10°C/–20°C did not further increase mitochondrial content, UCP1 expression, and microvessel density relative to 4°C in obese mice (Supplemental Figure 12), which suggests that activation of BAT peaked under 4°C.

Consistent with increased UCP1 protein level, *Ucp1* mRNA level was markedly increased by more than 10-fold in s.c. WAT with –10°C and –10°C/–20°C relative to 4°C (Supplemental Figure 13A). Similarly, levels of browning-related transcription factors including *Dio2*, *Cidea*, *Cox7a1*, and *Pgc1α* were increasing elevated in a low temperature–dependent manner (Supplemental Figure 13, B and C). Surprisingly, level of *Prdm16*, a transcription factor involved in browning of s.c. WAT, was decreased with all cold temperatures (Supplemental Figure 13C). Furthermore, *leptin* level was almost undetectable with –10°C/–20°C (Supplemental Figure 13D).

### Improvement of insulin sensitivity and blood lipid profiles.

We used positron emission tomography analysis with fludeoxyglucose F 18 (^18^F-FDG) as a glucose substitute to obtain direct evidence of browning of visceral WAT. ^18^F-FDG uptake in eWAT was enhanced with –10°C and –10°C/–20°C as compared with 4°C (Figure 4A). Similarly, ^18^F-FDG uptake in s.c. WAT was increasingly enhanced with reducing temperature (Figure 4A). However, ^18^F-FDG uptake in iBAT was not altered under all cold conditions, which supports that further reducing temperature did not elevate its metabolic capacity. Interestingly, norepinephrine-stimulated nonshivering thermogenesis (NST), as measured by O_2_ consumption and CO_2_ production, was markedly increased with –10°C and –10°C/–20°C relative to 4°C (Figure 4B). Also, increasing lipolysis was detected in eWAT with reducing temperature (Figure 4C). Blood lipid analysis supported a super-active lipolysis with –10°C and –10°C/–20°C, for reducing blood levels of triglycerides (TG), and nonesterified fatty acids (NEFAs) (Figure 4D). Additionally, blood cholesterol (TC) and high-density lipoprotein cholesterol (HDL-C) levels were markedly decreased with reducing temperature, although low-density lipoprotein cholesterol (LDL-C) levels remained similar in all cold-exposed groups (Figure 4D).

The fasting glucose levels of healthy mice were not altered in all experimental conditions (Figure 4E). However, insulin tolerance was improved with –10°C and –10°C/–20°C relative to 4°C (Figure 4E). Also, fasting insulin level was lower with –10°C/–20°C than other temperatures (Figure 4E). With –10°C and –10°C/–20°C, glucose tolerance was significantly improved relative to 4°C (Figure 4E). Thus, exposing mice to –10°C- and –10°C/–20°C significantly improved insulin sensitivity in healthy mice.

### Low temperature–induced browning of visceral fat contributes to global NST and insulin sensitivity.

To provide further evidence of visceral fat contributing to altered global metabolism under extremely cold conditions, we surgically removed eWAT from mice. After adaptation in 18°C, 4°C, and –10°C environments, mice were exposed to –10°C/–20°C. Removal of eWAT resulted in the death of most animals under this temperature (Figure 4F and Supplemental Figure 2B). For the remaining animals, NST was significantly impaired as compared with sham-operated mice (Figure 4G). Therefore, browning of eWAT significantly participated in global metabolism. Interestingly, eWAT removal markedly increased insulin resistance by increasing fasting insulin level (Figure 4H). In support of this notion, insulin sensitivity was significantly decreased in eWAT-less (Figure 4H). Altogether, these findings demonstrate that visceral fat significantly contributes to regulation of global metabolism and insulin sensitivity under extremely cold conditions.

### Knockdown of UCP1 in eWAT attenuates global NST and insulin sensitivity.

Since removal of visceral fat might impair its substrate supply for thermogenesis in s.c. browning WAT and BAT, attenuation of global metabolism and insulin sensitivity might not directly relate to eWAT-triggered thermogenesis. To exclude this possibility, we took a loss-of-function approach by knocking down UCP1 in eWAT, leaving the eWAT depot intact in experimental animals. To achieve this goal, a bicistronic adeno-associated vector expressing shUcp1 (AAV-shUcp1) and enhanced GFP was constructed and delivered to eWAT. Histological analysis showed that more than 80% of adipocytes of AAV-shUcp1–transduced eWAT displayed GFP positivity (Figure 5A), indicating high efficiency of transduction. Consistent with the high efficiency of transduction, analysis of UCP1 protein expression showed that AAV-shUcp1 effectively blocked UCP1 protein expression under the –10°C/–20°C extreme cold condition (Figure 5B). Exposure of AAV-Ucp1–transduced animals to –10°C/–20°C markedly increased the death rate relative to the control AAV-GFP–transfected mice (Figure 5C). Similar to eWAT-removal experimental settings, AAV-shUcp1–transduced eWAT showed impaired global metabolism (Figure 5D). AAV-shUcp1–transduced animals exhibited increased insulin resistance (Figure 5E). These findings validate the fact that UCP1-dependent NST in visceral fat under extreme cold conditions is beneficial for metabolism, insulin sensitivity, and animal survival.

### Improvement of insulin sensitivity and hepatic steatosis in obese mice.

Similar to healthy lean mice, in obese animals, –10°C and –10°C/–20°C increased the metabolic rate as compared with 4°C (Figure 6A). Along with increased metabolic rate under extremely low temperature, lipolysis was increased (Figure 6B). Levels of blood lipids, including TG, TC, LDL-C, and HDL-C, were improved under cold conditions, although with no differences between 4°C, –10°C, and –10°C/–20°C (Figure 6C). Notably, fasting glucose level was decreased with 4°C, –10°C, and –10°C/–20°C relative to thermoneutrality (Figure 6D). Insulin sensitivity was improved with –10°C and –10°C/–20°C relative to 30°C and 4°C (Figure 6D). Fasting insulin level was lower with –10°C and –10°C/–20°C than 30°C and 4°C (Figure 6D). Similarly, –10°C and –10°C/–20°C significantly improved glucose tolerance (Figure 6D).

Because obese animals often develop steatosis in the liver, we examined liver tissues under different temperature conditions. Liver weight was reduced with –10°C/–20°C relative to 4°C, although 4°C also reduced liver weight as compared with 30°C (Figure 7A). Lipid droplet content was markedly reduced with –10°C and–10°C/–20°C, with a more than 5-fold reduction with –10°C/–20°C relative to 4°C, as measured by Oil Red O staining (Figure 7, B and C). Therefore, exposing obese mice to very low temperatures markedly improved insulin sensitivity and liver steatosis.

HFD-fed obese eWAT showed increasingly upregulated *Ucp1*, *Dio2*, *Cidea*, *Cox7a1*, and *Pgc1α* with reducing temperature (Supplemental Figure 14, A–C). However, levels of *Prdm16*, *Ebf2*, *Leptin*, and *Adiponectin* expression levels were decreasingly downregulated (Supplemental Figure 14, C and D).

## Discussion

Here, we uncovered a mechanism that underlies low temperature–dependent activation of NST in visceral fat. From our compelling data from experimental mice, we propose three successive mechanisms of maintaining core body temperature against decreasing environmental temperature (Figure 8). With exposure to mild cold, such as 4°C, full activation of BAT and modest browning of s.c. WAT are sufficient for rodents to maintain core body temperature via NST. This is the first-line defensive machinery that involves generating nonshivering heat from BAT and s.c. adipose depots. However, this BAT-committed NST is not sufficient for further decreased environmental temperature. In the second-line defense, BAT-produced thermogenesis peaks, and increasing browning of s.c. WAT offers a compensative mechanism to sustain core body temperature. Under an extremely cold condition, such as –20°C, maximal activation of BAT and browning of s.c. WAT produces only limited nonshivering heat, which no longer sustains the critical core body temperature needed for survival. The remaining reserve energy stored in visceral fat starts to be burned as the third-line defense for heat production. Even though the environmental temperature remains extremely low, mice are able to sustain an adequate core body temperature for survival. At the molecular level, our findings suggest that browning of s.c. WAT and visceral WAT may involve different regulatory mechanisms, although sympathetic activation is common for both. For example, in both lean and obese animals, PRDM16, an essential transcription factor for browning s.c. WAT, is constantly downregulated in extremely low temperature–exposed visceral fat. This notion agrees with a recent published work showing that PRDM16 is expressed at a very low level in visceral WAT as compared with s.c. WAT (*7*). Thus, browning of visceral fat may involve a PRDM16-independent mechanism.

The fact that cold acclimation switches s.c. WAT to a brownish (beige/brite) phenotype for NST has been known in rodents for decades (28). Visceral fat is considered anatomically and functionally different from s.c. fat and remains indolent on cold exposure. This conclusion was exclusively based on the constant exposure of experimental mice to 4°C. However, such a constant temperature-equipped environment does not exist in a given natural environment. Under physiological conditions, mammals, including humans, in a natural environment are relentlessly exposed to temperature variations; especially in a large part of the globe, extremely low temperature environments exist during cold seasons. Thus, our findings are physiologically relevant. Perhaps, even hibernating animals use this three-line defense mechanism of successively elevating NST of BAT, s.c. WAT, and visceral WAT to protect against extremely cold weather. This possibility warrants further investigation.

In a recent study, Spiegelman and colleagues showed that browning of s.c. WAT substantially contributed to 4°C cold-altered global metabolism, insulin sensitivity, and liver steatosis (*7*). Here, we show similar findings with visceral fat under extremely cold conditions. Surgical removal of eWAT resulted in lethality of most animals, which suggests that mice could no longer sufficiently maintain their core body temperature. For the remaining animals, lack of eWAT had a significant effect on global metabolism, with significantly impaired thermogenesis. To our knowledge, our work demonstrates for the first time that browning of visceral WAT contributes to global metabolic changes under a physiologically tolerable cold condition. Consequently, global impairment of thermogenesis of visceral fat decreases insulin sensitivity. This claim sounds paradoxical because visceral fat is considered “bad fat” and contributes to insulin resistance, type 2 diabetes, and cardiovascular diseases. However, this conclusion is based on the association of visceral fat obesity with disease development under thermoneutrality conditions. We show that, under extremely cold conditions, visceral fat can have a positive effect for body weight reduction, insulin sensitivity, and even survival. Without visceral fat, animals would have difficulties maintaining core body temperature, basic metabolism, and survival. Similarly, knockdown of UCP1 in visceral fat also produced functional impacts on global metabolism impairment and insulin resistance. Thus, our views on visceral fat modulating physiological and pathological functions should be altered according to the environmental context. Our view provides a new concept of turning “harmful” or “bad” visceral fat into “beneficial” or “good” fat for fighting against obesity and metabolic diseases.

We also show that extremely low temperature–induced browning of visceral fat also occurs in HFD-induced obese mice. Even though obese mice show increased food intake during cold exposure, the total body weight, especially the eWAT weight, was markedly decreased. Of note, obese mice showed improved glucose clearance, insulin sensitivity, and liver steatosis under extremely cold conditions. If these findings can be proven in human obese subjects, exposure of obese-associated diabetic patients to very low temperature would offer a novel noninvasive therapy for treatment of obesity and diabetes. The principle of a cold-based therapeutic approach is based on converting harmful visceral fat to benefit glucose uptake and excessive energy consumption. A treatment based on burning obese visceral fat might have implications for obesity and diabetes. Of course, caution should be paid to obese patients who have other complications, such as atherosclerosis-related cardiovascular disease, because cold exposure–triggered lipolysis might increase LDL-C remnants in the circulation (29). Taken together, our present work proposes switching harmful visceral fat to an energy-burning machinery that may be beneficial for treating obese and diabetic patients.

## Methods

Extended Experimental Procedures are included in the Supplemental Information.

### Animals.

Male 7- to 8-week-old C57BL/6J mice were purchased from the Beijing HFK Bioscience Co. Mice were kept at 22°C before random grouping. For obese animal experiments, C57BL/6J male mice were fed a 60% lipid composition HFD for 4 months before cold acclimation.

### Cold acclimation.

The cold facilities were designed for a 12-hour light and 12- hour dark rhythm, and mice were caged 5 per cage. Cold chambers of 4°C, –10°C, and –10°C/–20°C were equipped with several thermometers to monitor the accuracy of inner temperature. Before cold exposure, all mice were adapted at 18°C for 1 week and then transferred to 4°C for another week. One group remained at 4°C for the entire experimental duration. Other groups of mice were kept at –5°C during daytime (12 hours) and at 4°C during nighttime (12 hours) for 3 consecutive days. Mice were then exposed to –10°C for 12 hours during daytime and to 4°C for 12 hours during nighttime for the rest of the week. One group was further maintained at –10°C for 24 hours for 3 weeks. The –10°C/–20°C group was transferred to –20°C for 12-hour daytime and –10°C for 12 h nighttime during the next 3 weeks. For –10°C- and –10°C/–20°C-exposed animals, fresh drinking water was frequently changed. Extra snow and frost was put in the cage floor to make sure mice had free access to moisture. For thermoneutrality, mice were directly transferred to 30°C and maintained at this temperature for the duration equivalent to cold exposure. Food intake per week was measured by subtracting the remaining food from the total amount of food. Animal physical activities were monitored by a video camera, and 1-hour record was randomly chosen for analysis. Out-nest activities were calculated for each group.

### Antibodies and HFD.

Antibodies included rabbit anti-UCP1 (ab10983, Abcam), rabbit anti-prohibitin (ab28172, Abcam), rabbit anti–perilipin A (ab3526, Abcam), rat anti–mouse endomucin (14-5851, eBioscience) and mouse anti–β-actin (TA346894, ZSGB-Bio). The HRP DAB detection system for rabbit or rat antibodies (ZLI-9018, ZSGB-Bio) was used for immunohistochemical staining. Rodent HFD with 60% kcal% fat was from Research Diets.

### Tissue sample collection.

For measuring blood lipid levels and fasting insulin, mice were starved for 6–8 hours. Blood samples were collected by retro-orbital puncturing or through the cardiac apex of isoflurane- or pentobarbital-anesthetized animals. After sacrifice, various adipose depots and livers were quickly dissected and weighed. Some tissues were kept in liquid nitrogen and stored at –80°C until further extraction of RNA and protein. A fraction of tissues was fixed in 4% paraformaldehyde (PFA) for future histological analysis.

### Histology and IHC.

H&E staining was performed according to our previously published methods (23, 29–31). Various adipose depots were collected, fixed with 4% PFA, and embedded in paraffin. Tissue samples were cut in 5-μm–thick slides and used for immunohistochemical staining. After dewaxing and antigen retrieval with a citrate buffer (pH 6.0), followed by treatment with 3% H_2_O_2_, tissue slides were blocked with 5% goat nonimmune serum (CW0130S, CWBiotech) for 30 minutes at 37°C. Primary antibodies including UCP1, prohibitin, perilipin A, and endomucin were incubated at 4°C overnight. HRP-conjugated secondary antibodies were added the next day. A DAB kit (ZSGB-Bio) was used for color development. Liver cryosection slides were stained with 0.5% Oil Red O (Sigma–Aldrich) for 10 minutes at room temperature, then washed with water at 37°C for a few seconds. The nuclei were counterstained with hematoxylin.

### Gene microarray analysis.

Total RNA was extracted from 30°C-, 4°C-, –10°C-, and –10°C/–20°C-exposed eWAT in triplicates. Affymetrix Gene Chip Mouse Exon 1.0 ST Array was used. The Gene Expression Omnibus (GEO) accession number for the dataset reported in this paper is GSE74062.

### Real-time PCR.

Total RNA was extracted from adipose tissues using TRIzol Reagent (Invitrogen) according to the manufacturer’s instruction. cDNA was synthesized using a PrimeScript RT reagent Kit (Takara). Quantitative PCR (qPCR) involved use of UltraSYBR Mixture (CWBiotech) with a Bio-Rad iQ5 system. The 2^-ΔΔCT^method was used to assess relative mRNA expression levels. qPCR primers were in Supplemental Table 3.

### Western blot analysis.

Total proteins from adipose tissues were separated by 10% SDS-PAGE and transferred to a PVDF membrane, which was blocked with 5% nonfat milk and incubated with primary antibodies at 4°C overnight. Transferred blots were developed with a chemiluminescent reagent (Millipore).

### Micro-PET imaging.

Prior to injection, mice were fasted for about 3 hours and were i.v. injected with 200–300 μCi ^18^F-FDG. After injection, the 30°C group was kept at 30°C, while the 4°C, –10°C, and –10°C/–20°C groups were kept in cold. After 1 hour, adipose depots were quickly dissected and scanned by the Inveon Dedicated PET System (Siemens).

### Core body temperature.

Core body temperature of various treated and nontreated animals was measured via a rectal temperature probe thermometer (Winstrument) between 10–12 am.

### Indirect calorimetry.

After 4-week exposure to different temperatures, NST capacity was measured by an open-circuit system (Sable) as described (23, 29, 32). Animals were anesthetized with pentobarbital (90 mg/kg, i.p.), and O_2_ consumption as well as CO_2_ release were measured for 30 minutes at 33°C. After measuring the basal metabolic rate, mice were injected with norepinephrine (1 mg/kg, s.c.). O_2_ consumption and CO_2_ release were recorded for the following 90 minutes.

### Measurement of adipose glycerol.

To assess lipolysis, eWAT was surgically dissected and washed several times with PBS. Tissue pieces (~50 mg) were incubated at 37°C with DMEM (Gibco) containing 2% BSA (Wako Chemicals) with or without 10 mM isoproterenol (Sigma-Aldrich) for 4 hours. The glycerol content was measured in the culture medium using commercial kits (Sigma-Aldrich).

### Blood lipid and leptin analysis.

Serum levels of TC, LDL-C, TG, HDL-C, and NEFA were measured using commercial kits (Roche Diagnostics). Serum leptin levels were measured by an ELISA (Abcam) assay.

### Blood glucose, blood insulin, insulin-tolerance test, and glucose-tolerance test.

Blood glucose strips and the Accu-Chek glucose meter (Roche Diagnostics) were used to measure fasting glucose and to monitor blood glucose levels during insulin and glucose-tolerance tests (33). Fasting serum insulin was measured using commercial ELISA kits from Mercodia. Prior to insulin-tolerance test, all mice fasted for 6 hours and then were i.p. injected with 0.5 U human insulin/kg body weight (lean healthy mice) or 0.75 U human insulin/kg body weight (obese mice). Blood glucose levels were determined before injection and at 15, 30, 60, 90, and 120 minutes after the injection, as described above. For the glucose-tolerance test, all mice fasted for 12 hours and were i.p. injected with 2 g glucose/kg body weight. Blood glucose levels were measured before and at 15, 30, 60, 90, and 120 minutes after the injection.

### Surgical removal of eWAT.

Prior to 18°C adaptation, both lateral eWAT depots were surgically removed as described (34). Briefly, eWAT was removed by blunt dissection through a vertical midline incision. eWAT fat pads were removed without compromising blood supply to the testes. For the sham operation, the abdominal cavity was incised, and eWAT was mobilized but not excised.

### UCP1 knockdown by an AAV delivery approach.

AAV-Gfp and AAV-shUcp1 were designed and purchased from the Shanghai Genechem Co. Ltd. The titers of AAV-Gfp and AAV-shUcp1 is approximately 5 × 10^12^ virus genomes/ml. Prior to 18°C adaptation, the abdominal cavity was surgically exposed and both lateral eWAT fat pads of each mouse were injected with 10 μl AAV-Gfp or AAV-shUcp1 at multiple sites. The injected mice were kept at 18°C for 2 weeks and subsequently transferred to 4°C and –10°C/–20°C as described above.

### Statistics.

All data were presented as the mean ± SEM. Data analysis involved unpaired 2-tailled Student’s *t* test for two groups and one-way ANOVA for more than two groups. Data for insulin and glucose-tolerance tests were analyzed by two-way ANOVA. *P* < 0.05 was considered statistically significant.

### Study approval.

All animal studies complied with the Management Rules of the Chinese Ministry of Health and were reviewed and approved by the Local Ethical Committee of Qilu Hospital, Shandong University, Jinan, Shandong Province, China.

## Author contributions

YC generated ideas of this study, analyzed the results, and wrote the manuscript. XY, WS, and MZ performed most experiments and analyzed the data and the results. XY and WS helped to write the manuscript. MD performed many experiments and analyzed the data. YZ actively participated in discussions and supervised XY, MZ (Department of Microbiology), and MD for performing the experiments. YC and XY designed all experiments and all figures. SL, TS, ZG, CF, YG, YW, HL, CZ, JY, CC, YS, MZ, XZ, MS, RZ, and NJS contributed to discussion, experimental designs, and performing actual experiments.

## Supplementary Material

Supplemental data

Supplemental Table 1

Supplemental Table 2

## Figures and Tables

**Figure 1:**
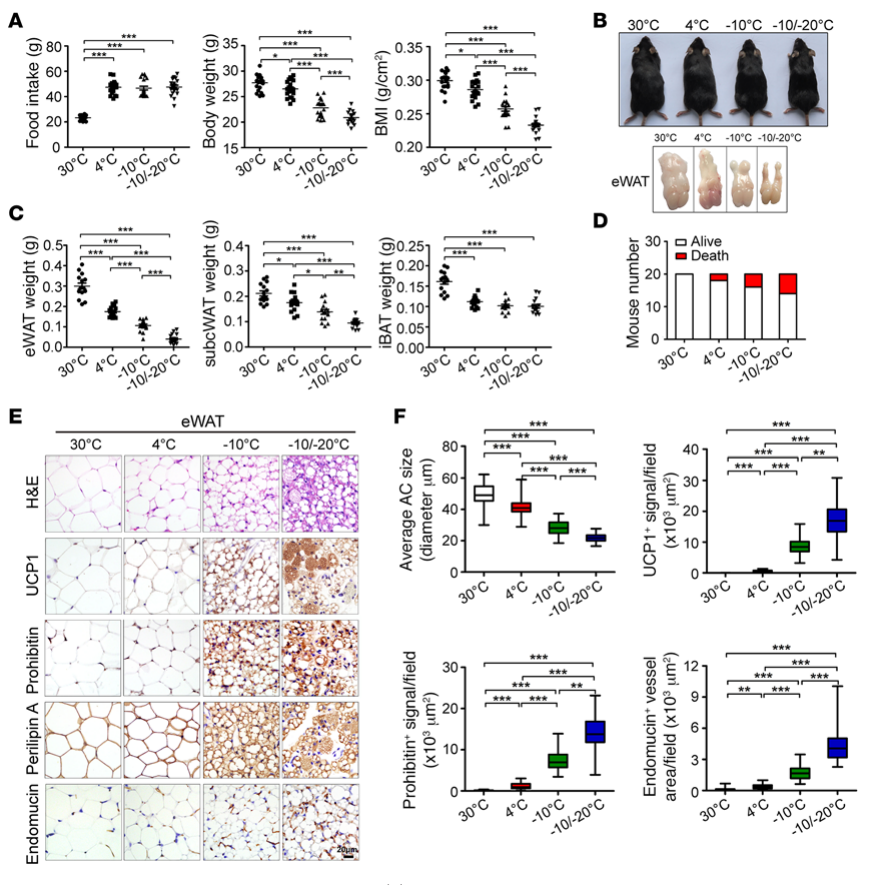
Food intake, body weight, BMI, browning of visceral WAT. (**A**) Food intake per week, body weight, and BMI with exposure to various temperatures (*n* = 20 mice per group, data represent mean ± SEM, one-way ANOVA). (**B**) Mouse morphology and epididymal WAT (eWAT) morphology. (**C**) Fat mass of eWAT, s.c. WAT, and interscapular brown adipose tissue (iBAT) (*n* = 15 mice per group, data represent mean ± SEM, one-way ANOVA). (**D**) Contingent survival and death of mice exposed to various temperatures (*n* = 20 mice per group). (**E**) H&E, UCP1, prohibitin, perilipin A, and endomucin staining of eWAT. Scale bar: 20 μm. (**F**) Quantification of adipocyte (AC) size and UCP1-, prohibitin-, and endomucin-positive signals of eWAT (50 random fields from 10 mice in each group). **P < 0.01; **P < 0.01; ***P < 0.001, one-way ANOVA. Box-and-whisker plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

**Figure 2:**
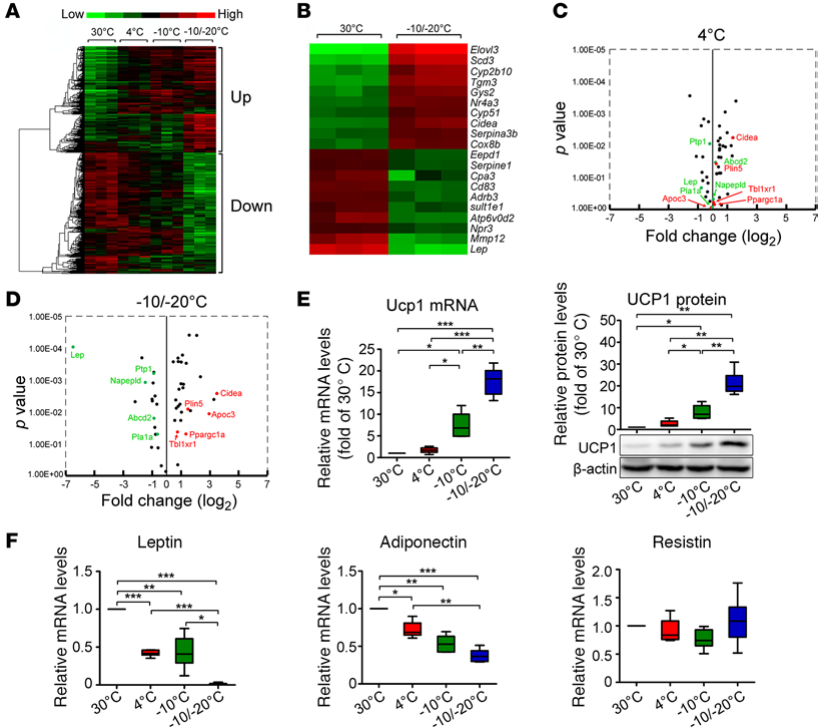
Genome-wide profiling, qPCR, and Western blot analyses of eWAT. (**A**–**D**) Genome-wide profiling of eWAT with exposure to various temperatures by heat map and volcano analyses (*n* = 3 samples per group). (**E**) Left panel: qPCR analysis of *Ucp1* expression in eWAT with exposure to various temperatures (*n* = 6 samples per group). Right panel: qPCR and Western blot analyses of UCP1 protein expression in eWAT (*n* = 6 samples per group). (**F**) Quantification of *Leptin*, *Adiponectin*, and *Resistin* mRNA levels in s.c. WAT exposed to various temperatures (*n* = 6 samples per group). *P < 0.05; **P < 0.01; ***P < 0.001, one-way ANOVA. Box-and-whisker plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

**Figure 3:**
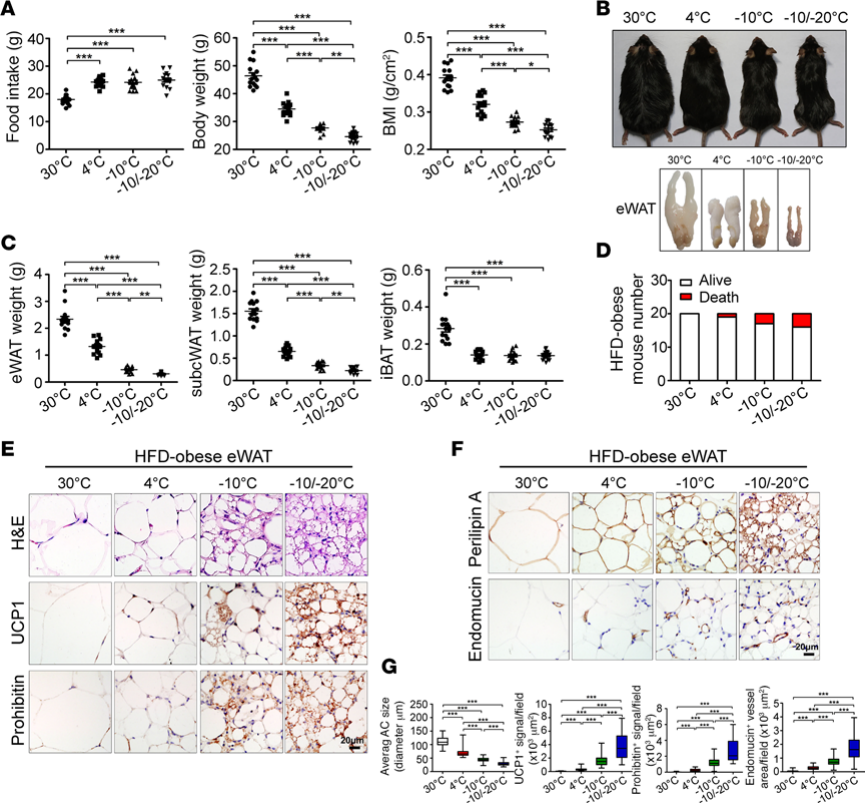
Food intake, body weight, BMI, and browning of visceral WAT of HFD-fed obese mice. (**A**) Food intake per week, body weight, and BMI of various temperature-exposed HFD-fed obese mice (*n* = 15 mice per group, data represent mean ± SEM, one-way ANOVA). (**B**) Mouse morphology and eWAT morphology. (**C**) Fat mass of eWAT, s.c. WAT, and iBAT of various HFD-fed obese mice (*n* = 15 mice per group, data represent mean ± SEM, one-way ANOVA). (**D**) Contingent survival and death of mice exposed to various temperatures (*n* = 20 mice per group). (**E** and **F**) H&E, UCP1, prohibitin, perilipin A, and endomucin staining of eWAT. Scale bars: 20 μm. (**G**) Quantification of AC size and UCP1-, prohibitin-, and endomucin-positive signals of eWAT (40 random fields from 8 mice in each group). *P < 0.05; **P < 0.01; ***P < 0.001, one-way ANOVA. Box-and-whisker plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

**Figure 4:**
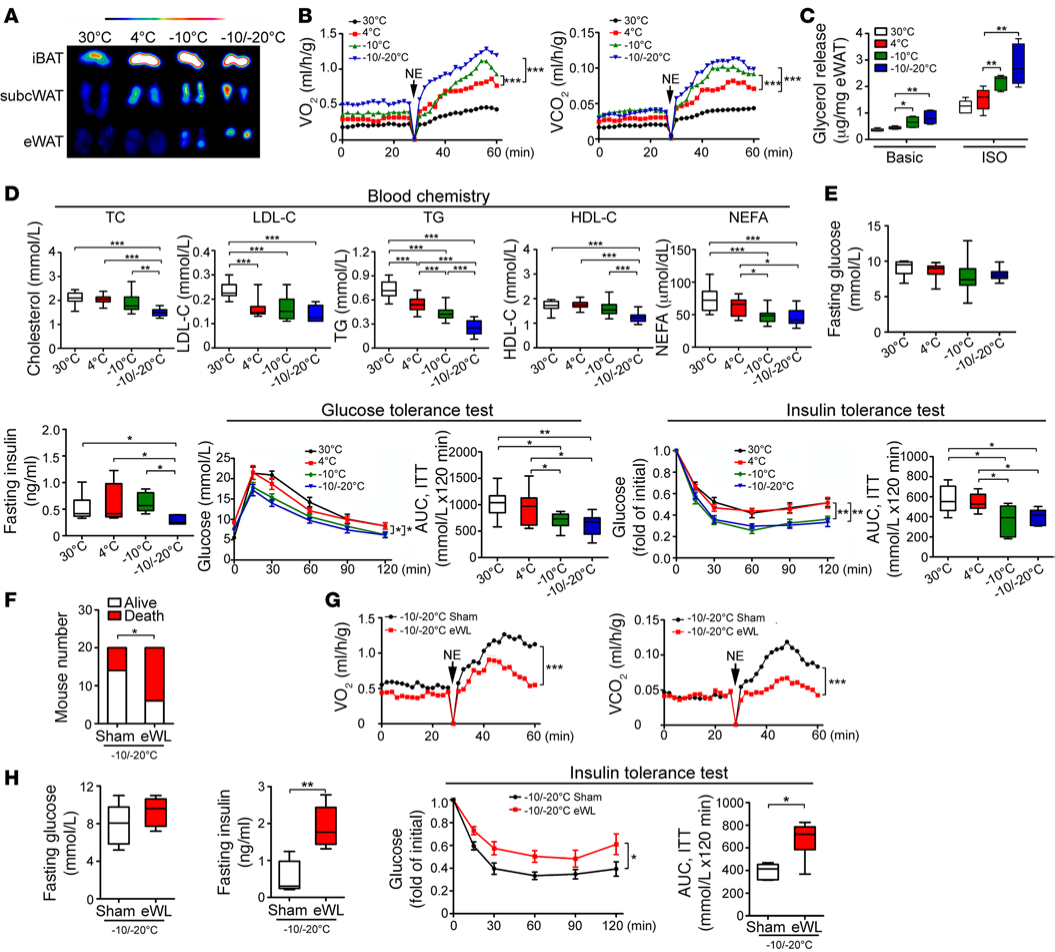
Micro-PET imaging, nonshivering thermogenesis, lipolysis, blood lipid profiling, and glucose metabolism. (**A**) Micro-PET imaging of iBAT, s.c. WAT, and eWAT. (**B**) Metabolic rates of O_2_ consumption and CO_2_ production in response to norepinephrine (NE) (*n* = 5 mice per group, two-way ANOVA, data represent mean ± SEM). (**C**) Glycerol release from eWAT of various groups (*n* = 6 samples per group). One-way ANOVA. (**D**) Blood lipid profile of cholesterol, low-density lipoprotein cholesterol (LDL-C), triglycerides (TG), high-density lipoprotein cholesterol (HDL-C), and nonesterified fatty acids (NEFAs) (*n* = 15 samples per group). One-way ANOVA. (**E**) Fasting glucose, fasting insulin, insulin-tolerance test, and glucose-tolerance test with exposure to various temperatures (*n* = 8–10 animals per group). AUC of insulin-tolerance test and glucose-tolerance test. One-way ANOVA. (**F**) Contingency survival and death of eWAT-less (eWL) and sham-operated (Sham) mice exposed to –10°C/–20°C (*n* = 20 animals per group, χ^2^ test). (**G**) Metabolic rates of O_2_ consumption and CO_2_ production of eWL and sham-operated mice in response to norepinephrine (NE) under –10°C/–20°C (*n* = 5 animals per group). Two-way ANOVA, data represent mean ± SEM. (**H**) Fasting glucose, fasting insulin, and insulin-tolerance test of eWL and sham-operated mice exposed to –10°C/–20°C (*n* = 6 animals per group). AUC of insulin-tolerance test. *P < 0.05; **P < 0.01; ***P < 0.001, 2-tailed *t* test for fasting glucose, fasting insulin, and AUC; two-way ANOVA for insulin-tolerance test. Data represent mean ± SEM. Box-and-whisker plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

**Figure 5:**
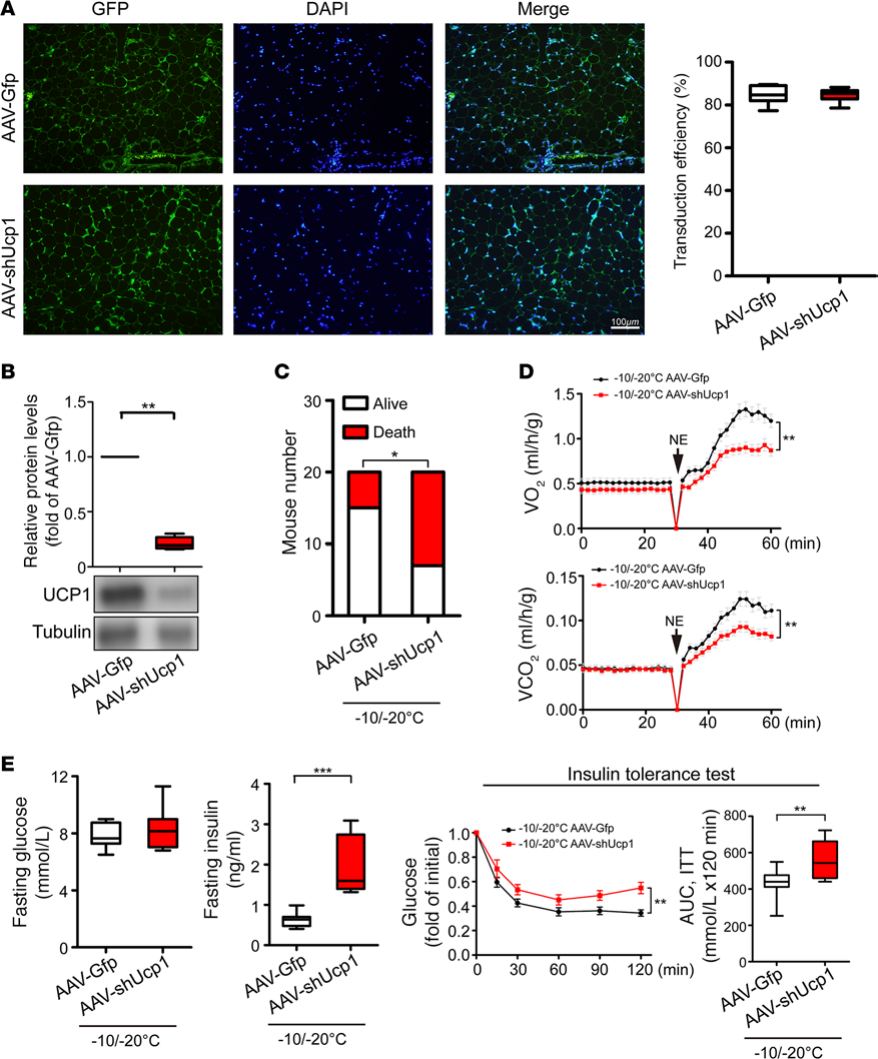
Impacts of UCP1 knockdown on global metabolic functions under an extreme cold condition. (**A**) Immunohistological analysis of AAV transduction efficiency. AAV-Gfp– and AAV-shUcp1–transduced eWAT expressed GFP (green). The sections were counter-stained with DAPI (blue). Transduction efficiencies were quantified (*n* = 4 samples per group, 2-tailed *t* test). (**B**) Knockdown efficiency of endogenous UCP1 protein was analyzed by Western blot analysis (*n* = 6 samples per group, 2-tailed *t* test). (**C**) Contingent survival and death of AAV-Gfp– and AAV-shUcp1–transduced mice under –10°C/–20°C (*n* = 20 mice per group, χ^2^ test). (**D**) Metabolic rates of O_2_ consumption and CO_2_ production of AAV-Gfp– and AAV-shUcp1–transduced mice in response to norepinephrine (NE) under –10°C/–20°C (*n* = 5 mice per group). Two-way ANOVA, data represent mean ± SEM. (**E**) Fasting glucose, fasting insulin, and insulin-tolerance test of AAV-Gfp– and AAV-shUcp1–transduced mice under –10°C/–20°C (*n* = 10 mice per group). AUC of insulin-tolerance test. *P < 0.05; **P < 0.01; ***P < 0.001. 2-tailed *t* test for fasting glucose, fasting insulin, and AUC; two-way ANOVA for insulin-tolerance test. Data represent mean ± SEM. Box-and-whisker plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

**Figure 6:**
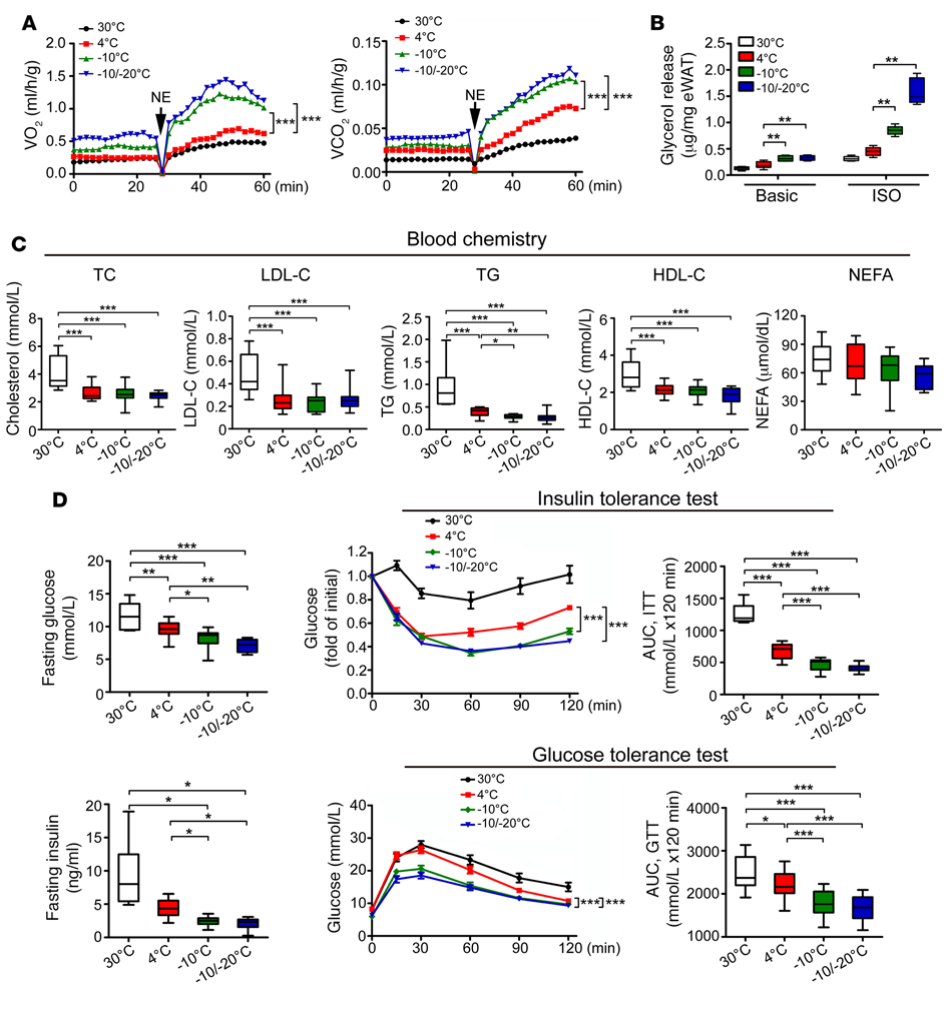
Nonshivering thermogenesis, lipolysis, blood lipid profiling, and glucose metabolism in HFD-fed obese mice. (**A**) Metabolic rates of O_2_ consumption and CO_2_ production of HFD-induced obese mice in response to NE (*n* = 5 mice per group). Two-way ANOVA. Data represent mean ± SEM. (**B**) Glycerol release from eWAT of various HFD-induced obese mice (*n* = 6 samples per group). One-way ANOVA. (**C**) Blood lipid profile of cholestero (TC), LDL-C, TG, HDL-C, and NEFAs of HFD-induced obese animals (*n* = 15 samples per group). One-way ANOVA. (**D**) Fasting glucose, fasting insulin, insulin-tolerance test, and glucose-tolerance test of HFD-induced obese mice exposed to various temperatures (*n* = 8 samples per group for 30°C; *n* = 11–15 samples per group for other groups). AUC of insulin-tolerance test and glucose-tolerance test. *P < 0.05; **P < 0.01; ***P < 0.001. One-way ANOVA for fasting glucose, fasting insulin, and AUC; two-way ANOVA for insulin-tolerance test and glucose-tolerance test. Data represent mean ± SEM. Box-and-whisker plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

**Figure 7:**
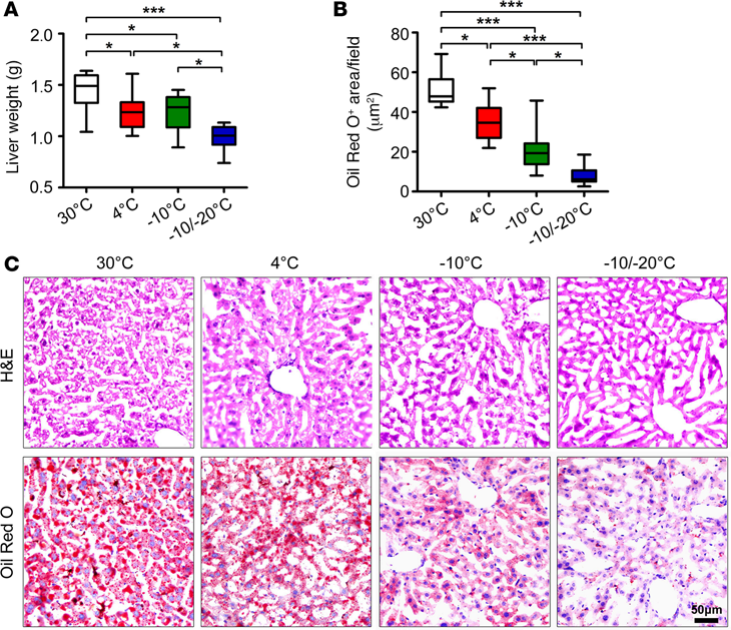
Liver steatosis in HFD-fed obese mice. (**A**–**C**) Weight, H&E staining, and Oil Red O staining of liver tissues from HFD-induced obese mice exposed to various temperatures (*n* = 8 animals per group). Scale bar: 50 μm. Oil Red O–positive signals were quantified from 20 random fields. *P < 0.05; ***P < 0.001. One-way ANOVA.

**Figure 8:**
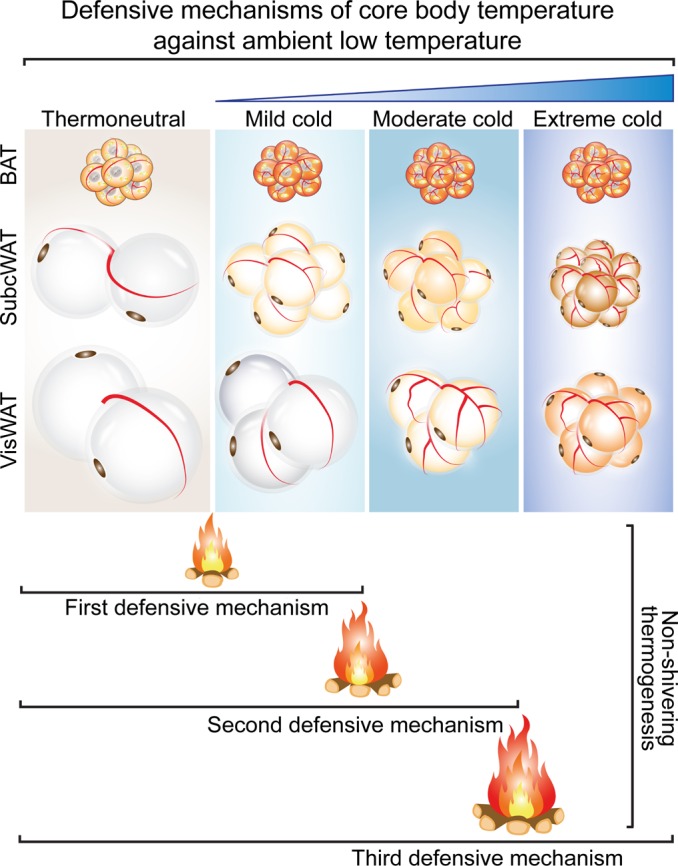
Schematic diagram of successive activation of defensive mechanisms against decreasing environmental cold. Under mild cold such as 4°C exposure, activation of the BAT-nonshivering thermogenesis and modest browning of s.c. WAT are sufficient to maintain core body temperature. However, visceral WAT remains thermogenically inactive. Further decreased environmental temperature — to –10°C, for example — enhances browning of s.c. WAT and triggers modest browning of visceral fat to generate nonshivering heat. With extreme cold such as –10°C/–20°C, browning of visceral fat markedly contributes to nonshivering thermogenesis to main core body temperature. Additionally, browning of visceral fat increases insulin sensitivity and improves liver steatosis in obese mice.

# Supplementary material for: Switching harmful visceral fat to beneficial energy combustion improves metabolic dysfunctions
**Source:** JCI Insight. 2017 Feb 23;2(4):e89044. doi: 10.1172/jci.insight.89044
**Supplement:** Supplemental data

Supplementary Information

Switching harmful visceral fat to beneficial energy combustion improves metabolic dysfunctions

Xiaoyan Yang^{1,2,3,#}, Wenhai Sui^{1,2,#}, Meng Zhang^{1,2}, Mei Dong^{1,2}, Sharon Lim², Takahiro Seki², Ziheng Guo⁴, Carina Fischer², Huixia Lu¹, Cheng Zhang¹, Jianmin Yang¹, Meng Zhang¹, Yangang Wang⁵, Caixia Cao⁵, Yanyan Gao⁵, Xingguo Zhao⁶, Meili Sun⁷, Yuping Sun⁷, Rujie Zhuang⁸, Nilesh J Samani⁹, Yun Zhang^{1*}, and Yihai Cao^{1,2,9*}

Key words: Visceral fat, white fat browning, non-shivering thermogenesis, adipose metabolism, obese

Running title: Freezing temperature induces visceral fat browning

[#]These authors contributed equally to this work.

3
4

1 **Supplemental Table 1 and 2** were independent excel files.

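Supplemental Table 1 holds 3 sheets of array values of eWAT. The first lists genes that the study found to differ among the 4 groups, each with its mean intensity per group, a P value, and its log2 signal on the 12 arrays. The first 1998 of its 2083 entries were read here, and the signals of all 1998 matched exactly 1 probe set of the deposited table within 0.001 on the log2 scale, 1693 of them under the same gene symbol. The second sheet lists 182 genes of lipolysis and fatty acid oxidation, and the third the 47 genes of these, in 48 entries, that the study found to differ, with the fold changes and P values behind the volcano plots. All 48 of the third sheet's P values for –10°C/–20°C against 30°C are those of an equal-variance t-test of the array signals printed beside them, within 1 percent. Of the 42 entries that could be compared with a deposited probe set of the same symbol, 14 carry array signals that differ from their own gene's by more than 0.2 on the log2 scale, although 13 of the 14 carry their own gene's group means. These 14 are Etfdh, Hadha, Hsd17b4, Lipa, Lipg, Pdk4, Pex5, Pex7, Pla2g2d, Plcb1, Pld4, Ppara, Ppt1, and Slc25a17. In the deposited values, Etfdh had a log2 fold change of 1.05 (SE 0.11, adjusted p = 1.1e-04 from limma) and Ppara, the nuclear receptor that drives fatty acid oxidation, one of 1.20 (SE 0.16, adjusted p = 3.6e-04) with –10°C/–20°C. Supplemental Table 2 gives the array signals of 21 cytokine genes, 20 of which were tested here.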

2

3 **Supplemental Table 3. qPCR primers**

Gene name	Forward primer (5'-3')	Reverse primer (5'-3')
<i>Ucp1</i>	AGGCTTCCAGTACCATTAGGT	CTGAGTGAGGCAAAGCTGATT
<i>Dio2</i>	AATTATGCCTCGGAGAAGACCG	GGCAGTTGCCTAGTGAAAGGT
<i>Cidea</i>	TGACATTCATGGGATTGCAGAC	GGCCAGTTGTGATGACTAAGAC
<i>Cox7a1</i>	GCTCTGGTCCGGTCTTTTAGC	GTACTGGGAGGTCATTGTCGG
<i>Pgc1α</i>	TATGGAGTGACATAGAGTGTGCT	CCACTTCAATCCACCCAGAAAG
<i>Prdm16</i>	CCACCAGCGAGGACTTCAC	GGAGGACTCTCGTAGCTCGAA
<i>Ebf2</i>	GGGATTCAAGATACGCTAGGAAG	GGAGGTTGCTTTTCAAAATGGG
<i>Leptin</i>	GAGACCCCTGTGTCGGTTC	CTGCGTGTGTGAAATGTCATTG
<i>Adiponectin</i>	GTTCCCAATGTACCCATTTCGC	TGTTGCAGTAGAACTTGCCAG
<i>Resistin</i>	AAGAACCTTTCATTTCCCCTCCT	GTCCAGCAATTTAAGCCAATGTT
<i>Gapdh</i>	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

4

5

1 Supplemental Figure Legends

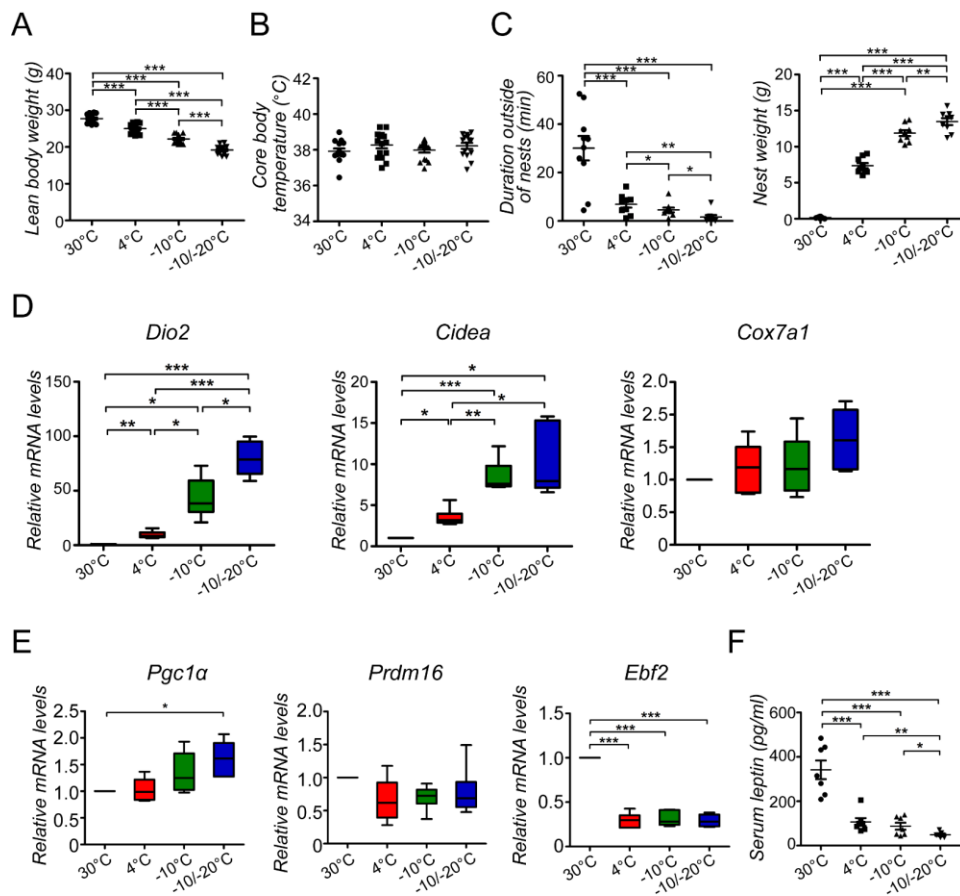

Supplemental Figure 1

Supplemental Figure 1. Physical activity and gene expression under various temperatures

A. Lean body weight without eWAT, subcWAT, rWAT, mWAT and BAT (n = 15 mice per group, data represent mean ± SEM).

B. Core body temperature under various temperatures (n = 20 mice per group, data represent mean ± SEM).

C. Out-nest time length (n = 10 mice for 30°C, n = 9 mice for 4°C, n = 9 mice for -10°C, n = 8 mice for -10/-20°C) and nest weight of mice exposure to various temperatures. (n = 10 mice for 30°C, n = 9 mice for 4°C, n = 9 mice for -10°C, n = 9 mice for -10/-20°C). Data represent mean ± SEM

1   **D-E.** qPCR analysis of mRNA levels of *Dio2*, *Cidea*, *Cox7a1*, *Pgc1 α* , *Prdm16* and
2   *Ebf2*. (n = 6 samples per groups).
3   **F.** ELISA of serum leptin levels (n = 7 samples per group, data represent mean $\pm$
4   SEM). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.
5   One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and
6   lower quartile (bounds of box), and minimum and maximum values (bars).
7

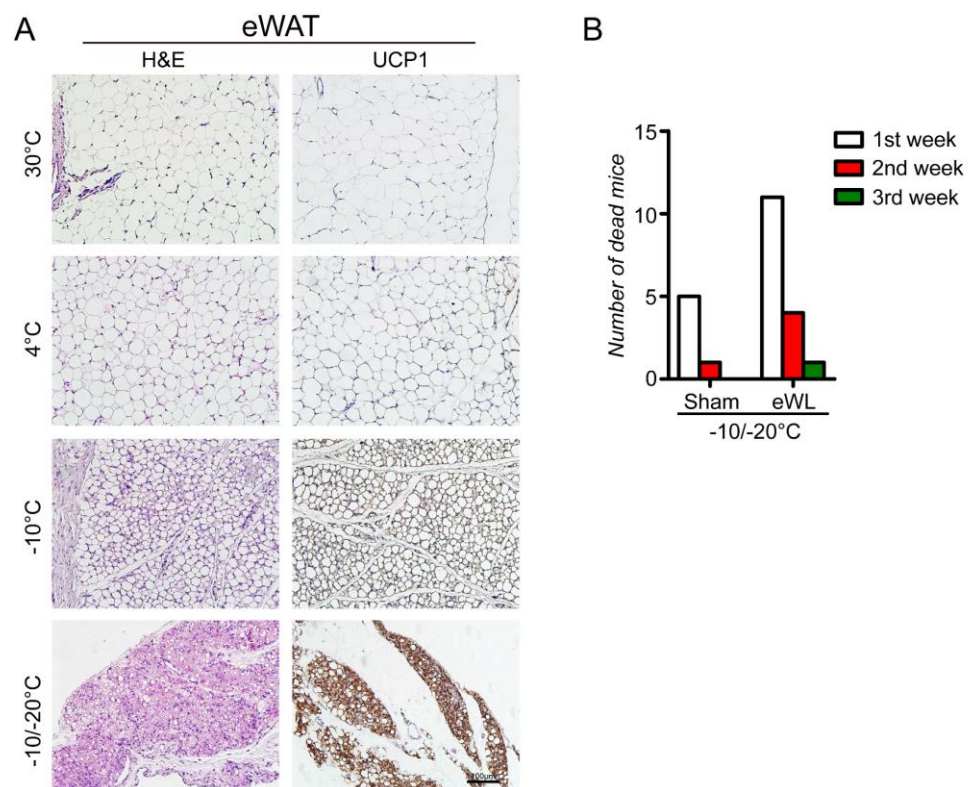

Supplemental Figure 2

Supplemental Figure 2. Overview of visceral fat browning and mouse death rate without eWAT

A. Low magnification images of H&E- and UCP-1-stained eWAT

B. Death numbers of mice without eWAT during an extreme low temperature

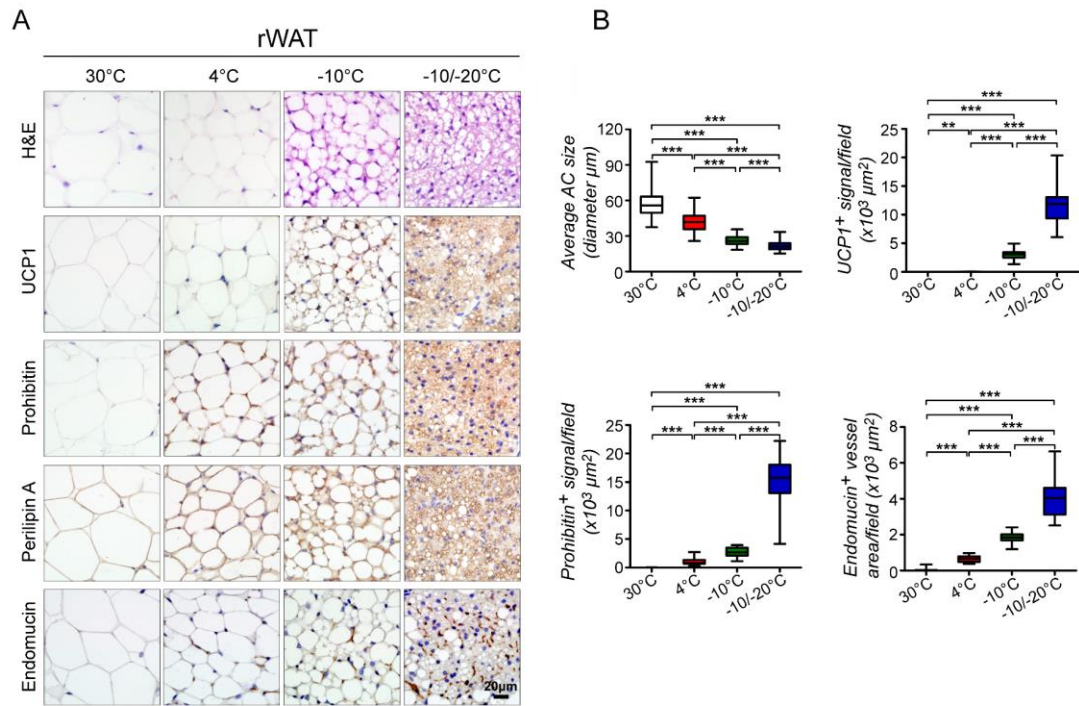

Supplemental Figure 3

Supplemental Figure 3. Browning of retroperitoneal white adipose tissue (rWAT) under various low temperature conditions

A. H&E, UCP1, prohibitin, perilipin A, and endomucin staining of retroperitoneal WAT exposed to various temperatures. Bar = 20 µm.

B. Quantification of adipocyte (AC) size, UCP1-, prohibitin-, and endomucin-positive signals of retroperitoneal WAT (30 random fields from 6 mice in each group).

** $p < 0.01$; *** $p < 0.001$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

1

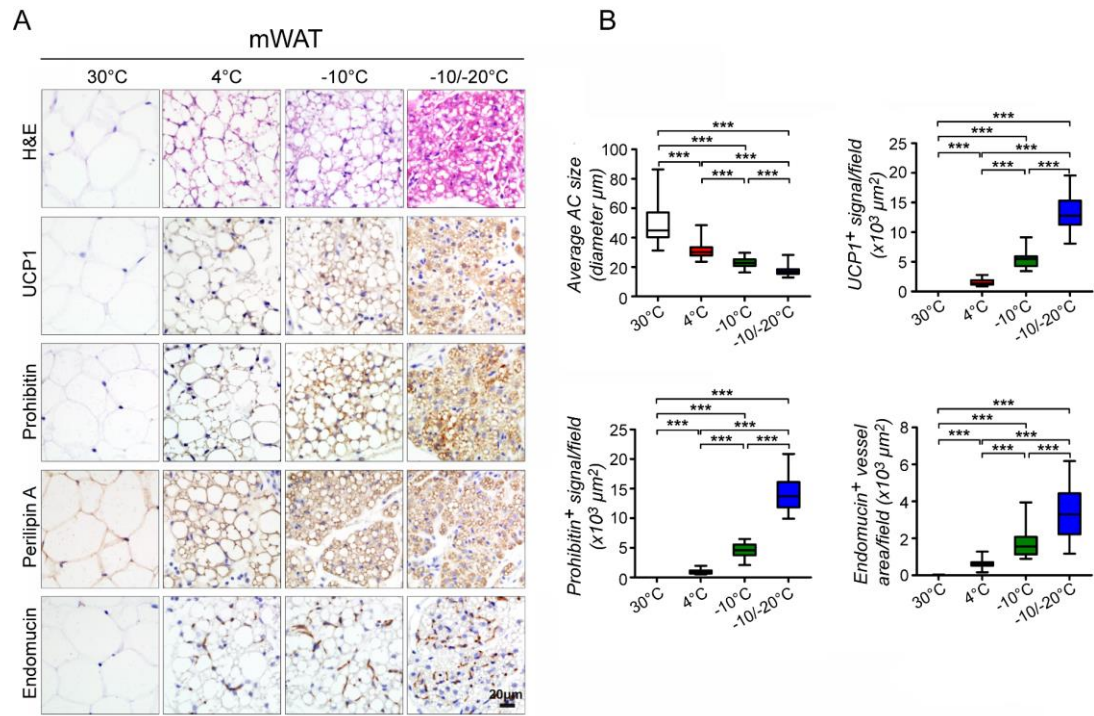

Supplemental Figure 4

2

3 Supplemental Figure 4. Browning of mesenteric white adipose tissue (mWAT)

4 under various low temperatures in mice

5 **A.** H&E, UCP1, prohibitin, perilipin A, and endomucin staining of mesenteric WAT

6 exposed to various temperatures. Bar = 20 μm.

7 **B.** Quantification of AC size, UCP1-, prohibitin-, and endomucin- positive signals of

8 mesenteric WAT (30 random fields from 6 mice in each group). ** $p < 0.01$; *** $p <$

9 0.001. One-way ANOVA. Box-and-whiskers plots show median (line within box),

10 upper and lower quartile (bounds of box), and minimum and maximum values (bars).

11

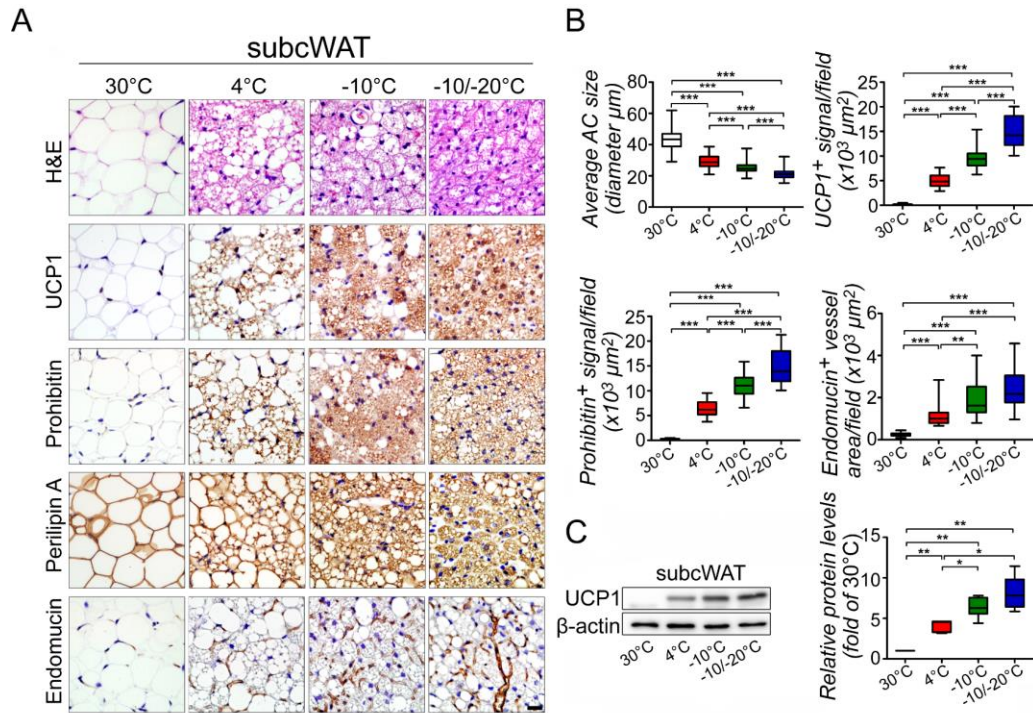

Supplemental Figure 5

Supplemental Figure 5. Browning of subcutaneous white adipose tissue (subcWAT) under various low temperatures

A. H&E, UCP1, prohibitin, perilipin A, and endomucin staining of subcutaneous WAT exposed to various temperatures. Bar = 20 μm .

B. Quantification of AC size, UCP1-, prohibitin-, and endomucin- positive signals of subcutaneous WAT (30 random fields from 6 mice in each group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

C. Western blot analysis of UCP1 expression in subcutaneous WAT (n = 6 samples per group). * $p < 0.05$; ** $p < 0.01$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

1

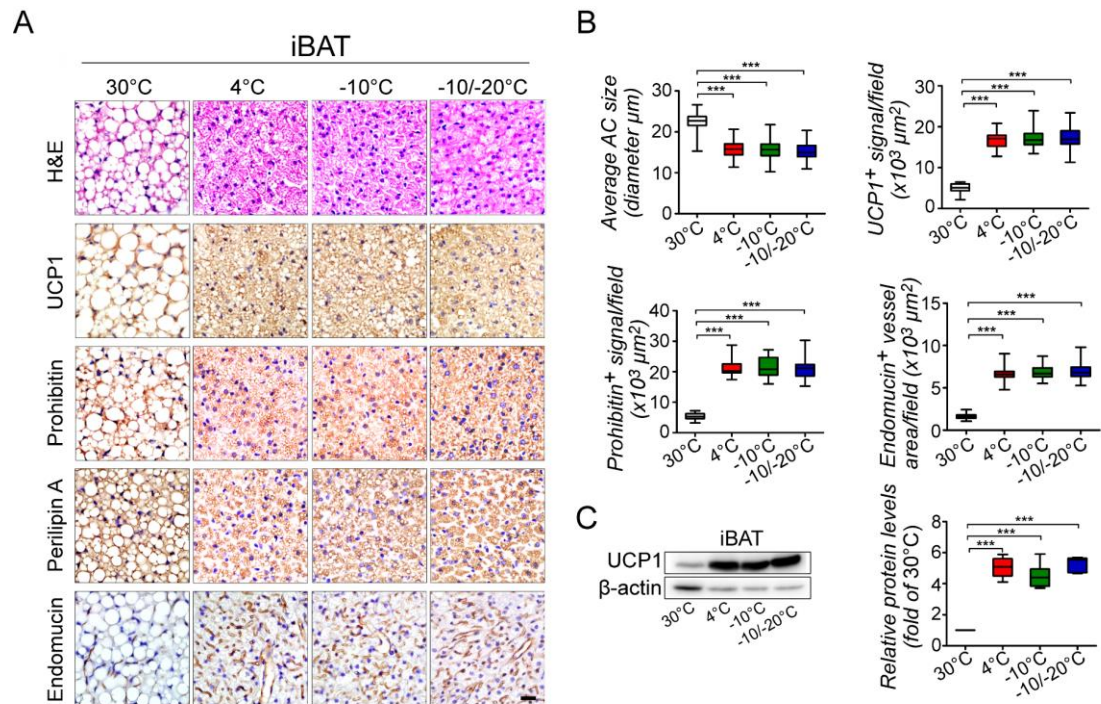

Supplemental Figure 6

2

3 **Supplemental Figure 6. Activation of interscapular brown adipose tissue (iBAT)**
 4 **under various low temperatures**

5 **A.** H&E, UCP1, prohibitin, perilipin A, and endomucin staining of iBAT exposed to
 6 various temperatures. Bar = 20 μm .

7 **B.** Quantification of AC size, UCP1-, prohibitin-, and endomucin- positive signals of
 8 iBAT (30 random fields from 6 mice in each group). *** $p < 0.001$.

9 **C.** Western blot analysis of UCP1 expression of iBAT (n = 6 samples per group). ***
 10 $p < 0.01$.

11 One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and
 12 lower quartile (bounds of box), and minimum and maximum values (bars).

1

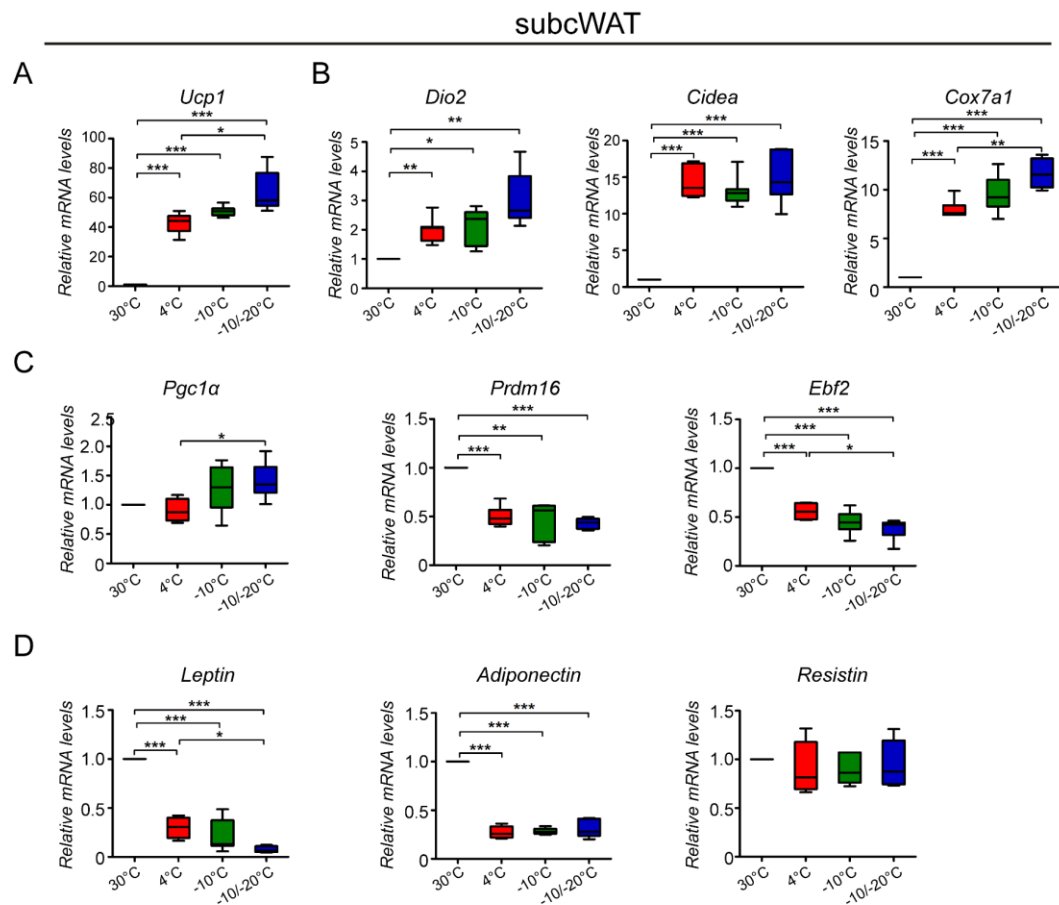

2

Supplemental Figure 7

Supplemental Figure 7. qPCR analysis of browning-related genes in various temperature-exposed subcutaneous WAT

A. Quantification of *Ucp1* mRNA levels in subcutaneous WAT exposed to various temperatures (n = 6 samples per group). * $p < 0.05$; *** $p < 0.001$.

B-D. Quantification of *Dio2*, *Cidea*, *Cox7a1*, *Pgc1α*, *Prdm16*, *Ebf2*, *Leptin*, *Adiponectin*, and *Resistin* mRNA levels in subcutaneous WAT exposed to various temperatures (n = 6 samples per group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

12

1

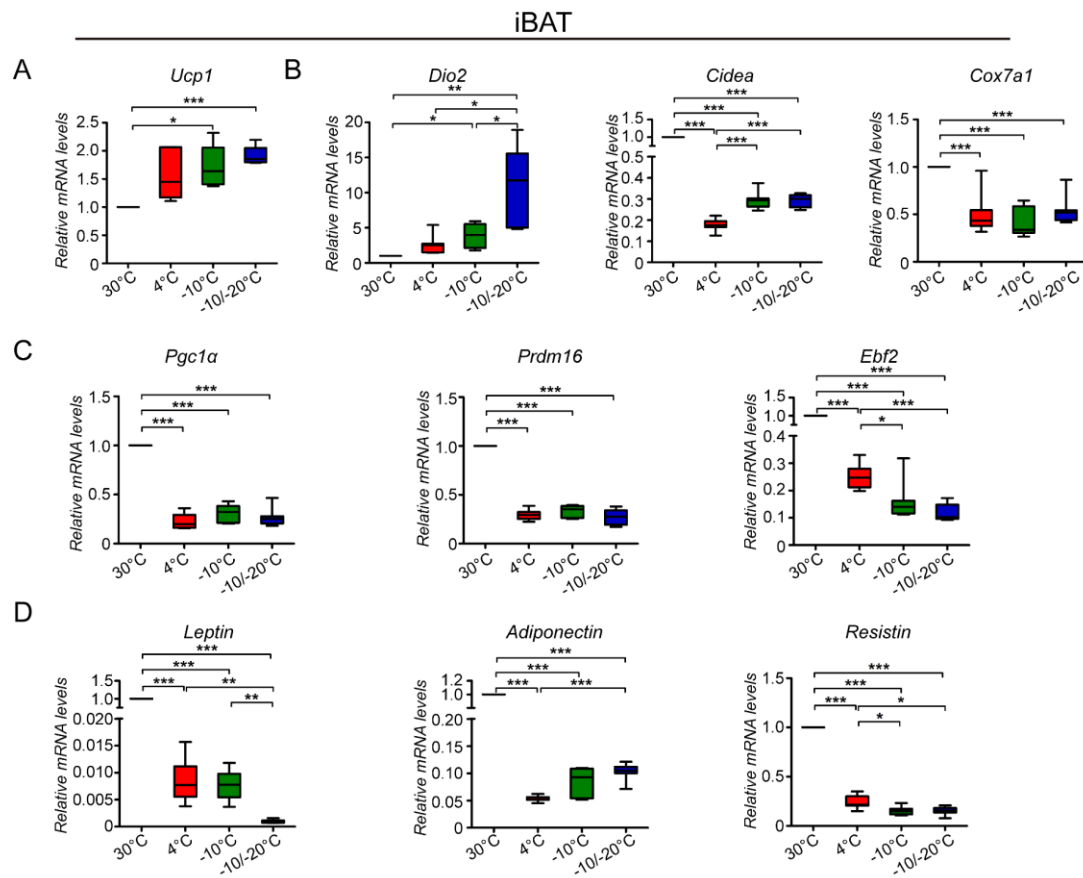

2

Supplemental Figure 8

Supplemental Figure 8. qPCR analysis of browning-related genes in various temperature-exposed iBAT

A. Quantification of *Ucp1* mRNA levels in iBAT exposed to various temperatures (n = 6 samples per group). * $p < 0.05$; *** $p < 0.001$.

B-D. Quantification of *Dio2*, *Cidea*, *Cox7a1*, *Pgc1α*, *Prdm16*, *Ebf2*, *Leptin*, *Adiponectin*, and *Resistin* mRNA levels in iBAT exposed to various temperatures (n = 6 samples per group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

1

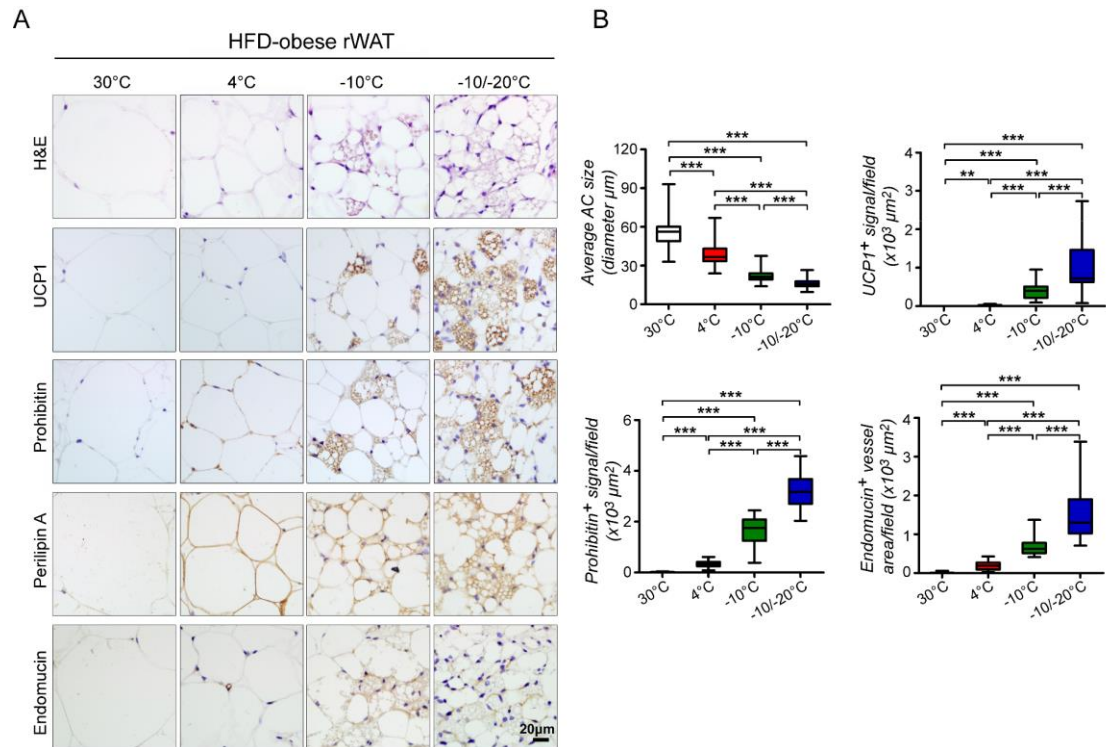

2

Supplemental Figure 9

3 **Supplemental Figure 9. Browning of retroperitoneal WAT (rWAT) in HFD-**
 4 **induced obese mice under various low temperatures**

5 **A.** H&E, UCP1, prohibitin, perilipin A, and endomucin staining of obese
 6 retroperitoneal WAT exposed to various temperatures. Bar = 20 µm.

7 **B.** Quantification of AC size, UCP1-, prohibitin-, and endomucin- positive signals in
 8 obese retroperitoneal WAT (30 random fields from 6 mice in each group). ** $p < 0.01$;
 9 *** $p < 0.001$.

10 One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and
 11 lower quartile (bounds of box), and minimum and maximum values (bars).

12

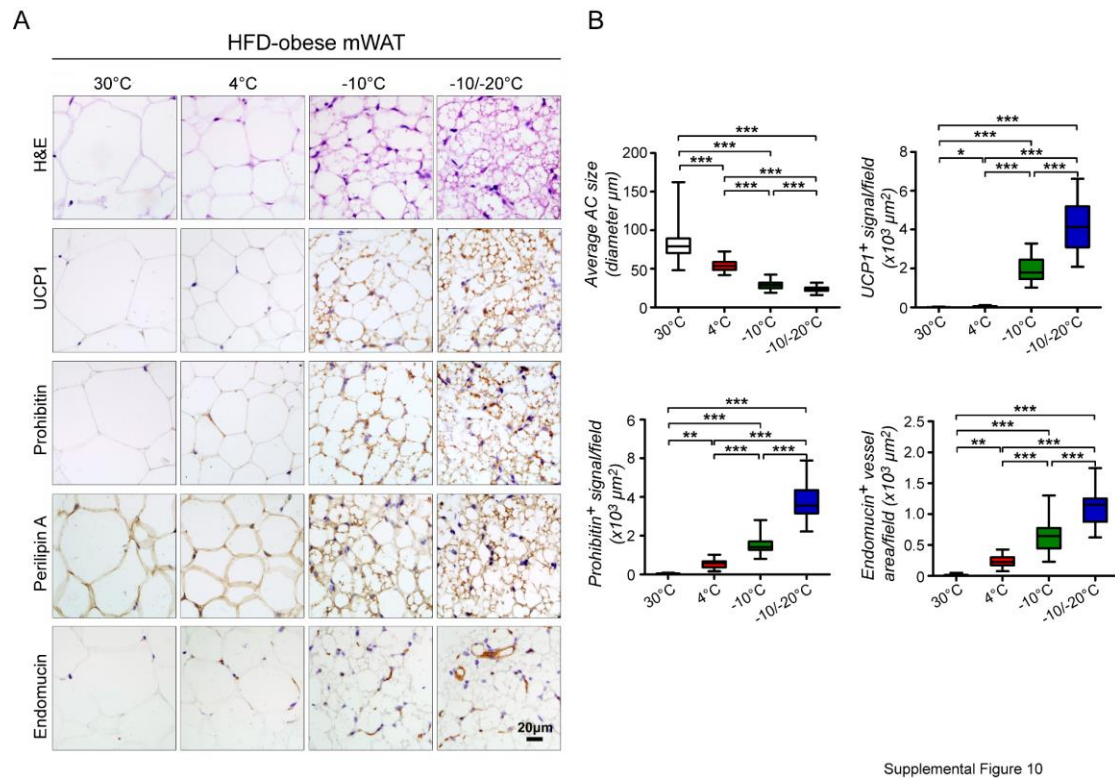

Supplemental Figure 10. Browning of mesenteric WAT (mWAT) of HFD-induced obese mice under various low temperatures

A. H&E, UCP1, prohibitin, perilipin A, and endomucin staining of obese mesenteric WAT exposed to various temperatures. Bar = 20 µm.

B. Quantification of AC size, UCP1-, prohibitin-, and endomucin-positive signals in obese mesenteric WAT (30 random fields from 6 mice in each group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

1

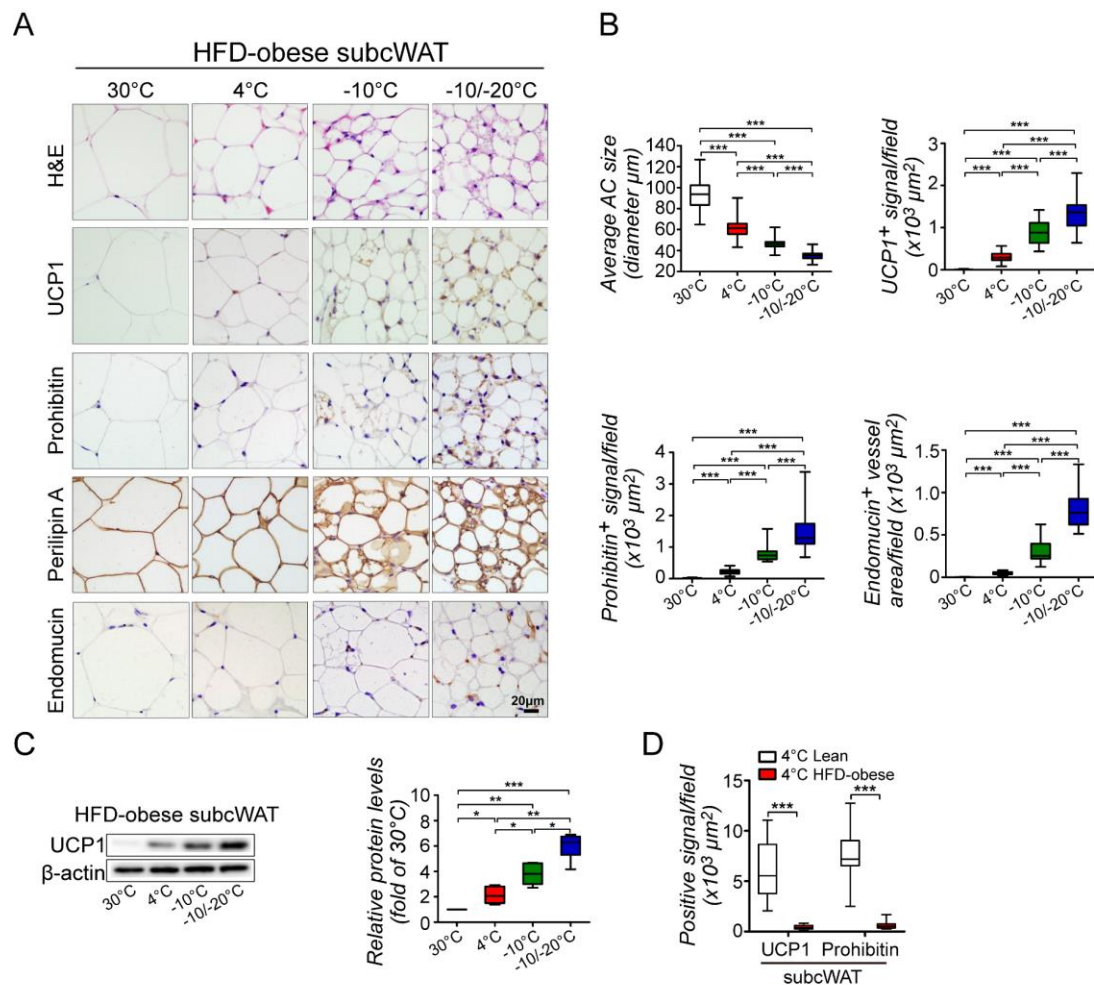

2

Supplemental Figure 11

3 Supplemental Figure 11. Browning of subcutaneous WAT of HFD-induced obese

4 mice under various low temperature conditions

5 **A.** H&E, UCP1, prohibitin, perilipin A, and endomucin staining of obese

6 subcutaneous WAT exposed to various temperatures. Bar = 20 μm .

7 **B.** Quantification of AC size, UCP1-, prohibitin-, and endomucin- positive signals in

8 obese subcutaneous WAT (30 random fields from 6 mice in each group). * $p < 0.05$;

9 ** $p < 0.01$; *** $p < 0.001$.

10 **C.** Western blot analysis of UCP1 expression in subcutaneous WAT of various groups

11 (n = 6 samples per group). * $p < 0.05$; ** $p < 0.01$.

1 **D.** Quantification of UCP1- and prohibitin-positive signals of 4°C-exposed
2 subcutaneous WAT of lean and obese mice (20 random fields from 6 mice in each
3 group). *** $p < 0.001$, 2-tailed t -test.

4 One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and
5 lower quartile (bounds of box), and minimum and maximum values (bars).

6

7

1

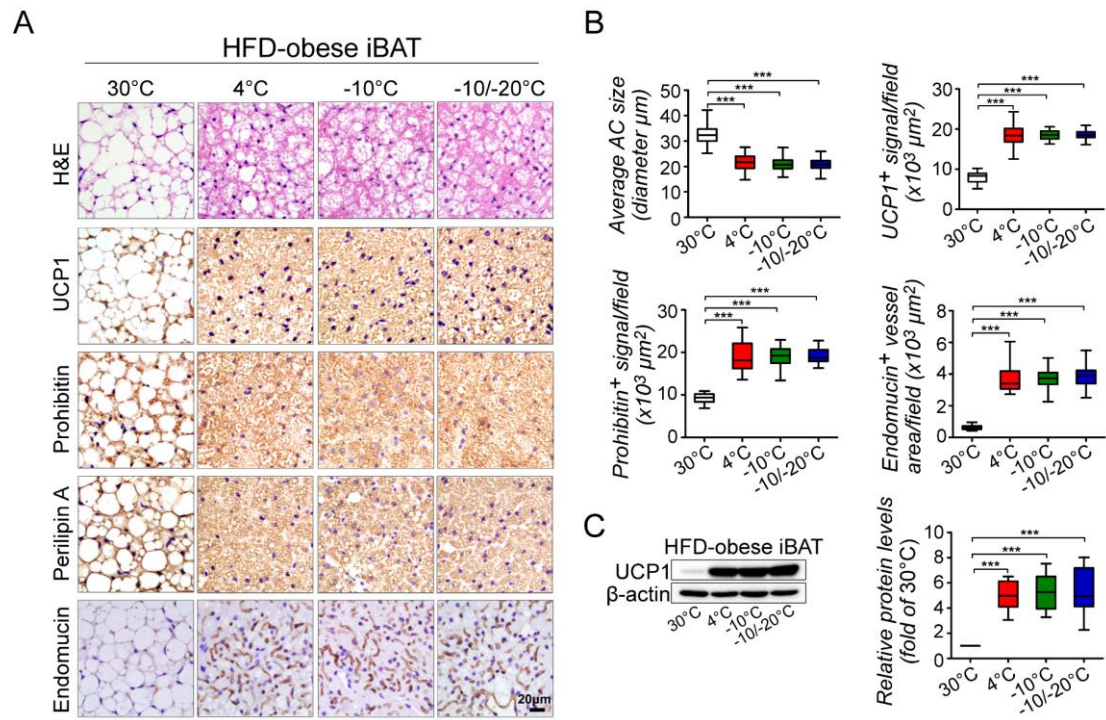

Supplemental Figure 12

2

3 Supplemental Figure 12. Activation of iBAT in HFD-induced obese mice under 4 various low temperature conditions

5 **A.** H&E, UCP1, prohibitin, perilipin A, and endomucin staining of iBAT in obese
6 mice exposed to various temperatures. Bar = 20 μm .

7 **B.** Quantification of obese AC size, UCP1-, prohibitin-, and endomucin- positive
8 signals in iBAT (30 random fields from 6 mice in each group). *** $p < 0.001$.

9 **C.** Western blot analysis of UCP1 expression in iBAT of various groups (n = 6
10 samples per group). *** $p < 0.001$.

11 One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and
12 lower quartile (bounds of box), and minimum and maximum values (bars).

13

1

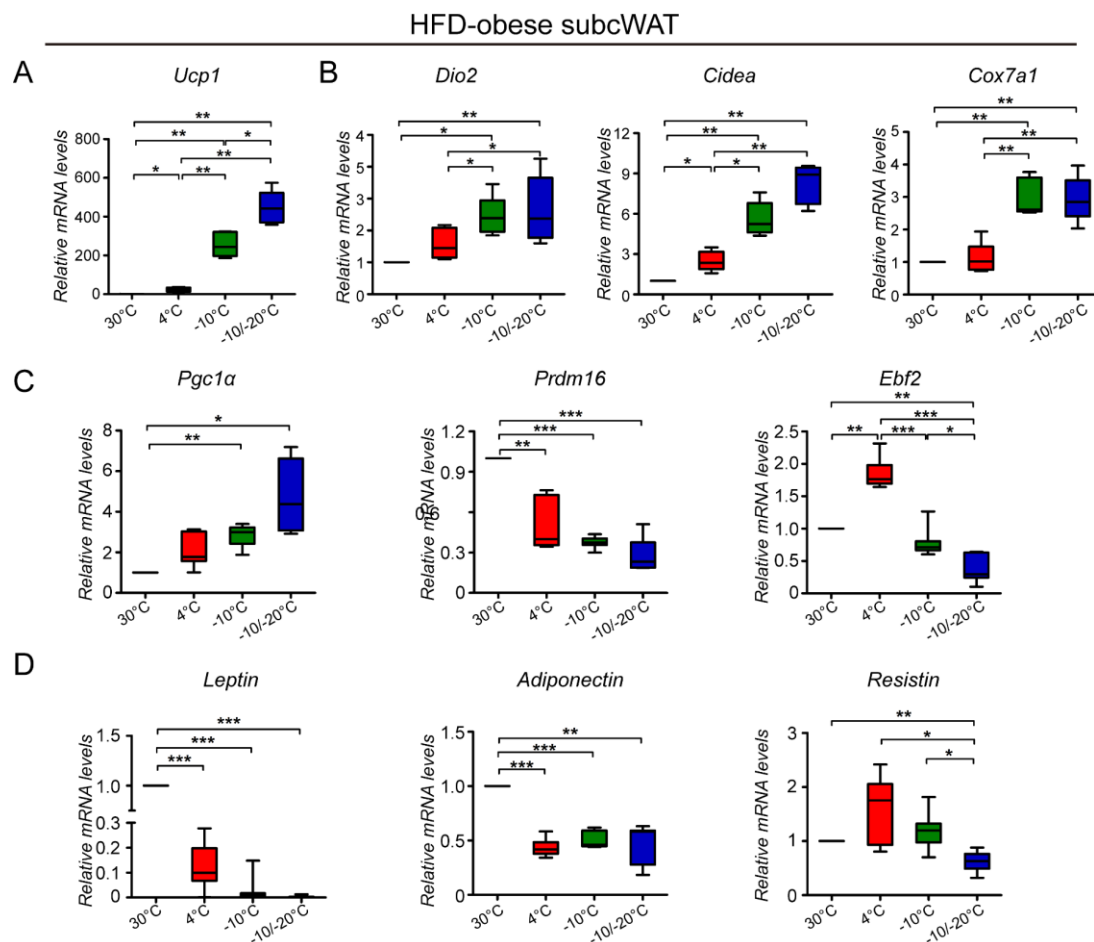

2

Supplemental Figure 13

Supplemental Figure 13. qPCR analysis of browning-related genes in various temperature-exposed subcutaneous WAT of HFD-induced obese mice

A. Quantification of *Ucp1* mRNA levels in subcutaneous WAT from obese mice exposed to various temperatures (6 samples per group). * $p < 0.05$; ** $p < 0.01$.

B. Quantification of *Dio2*, *Cidea*, *Cox7a1*, *Pgc1α*, *Prdm16*, *Ebf2*, *Leptin*, *Adiponectin*, and *Resistin* mRNA expression levels in subcutaneous WAT exposed to various temperatures (6 samples per group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

12

HFD-obese eWAT

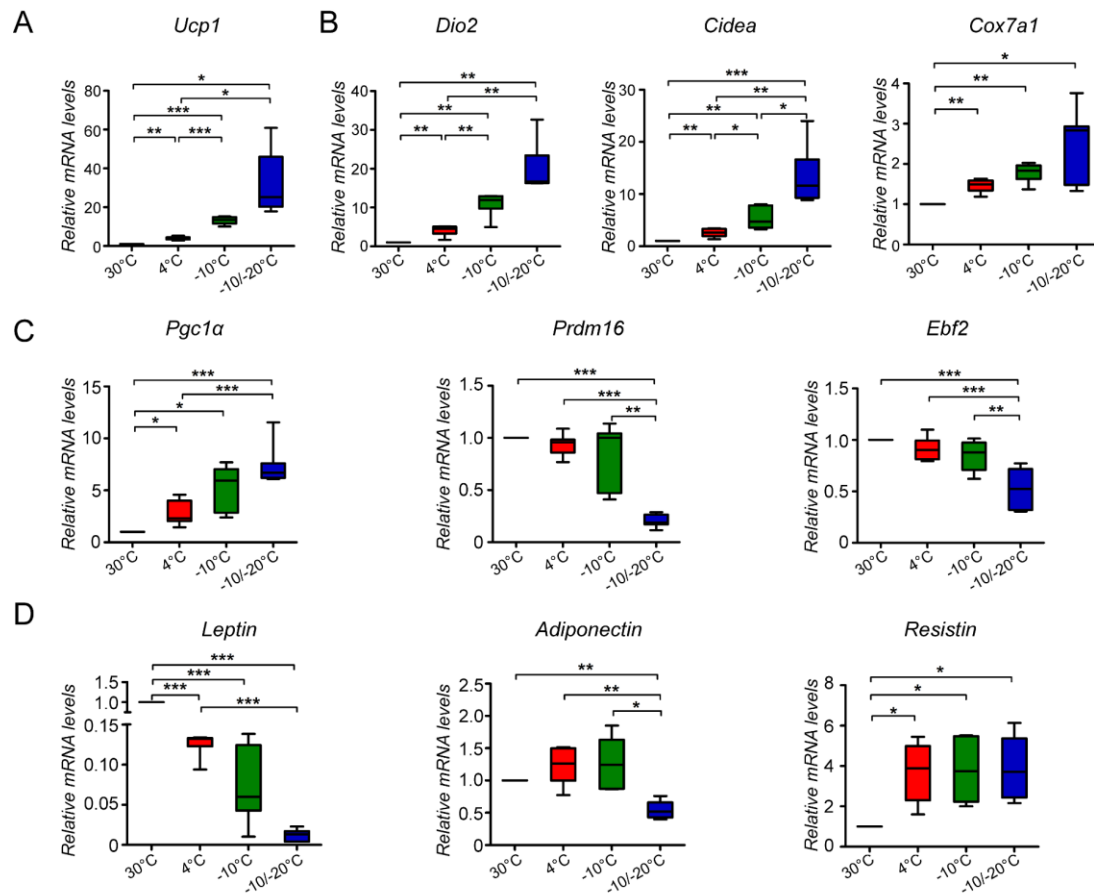

Supplemental Figure 14

Supplemental Figure 14. qPCR analyses of eWAT from HFD-induced obese animals under various temperature conditions

A. qPCR measurement of *Ucp1* levels in obese eWAT exposed to various temperatures (n = 6 samples per group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

B-D. qPCR analysis of mRNA levels of *Dio2*, *Cidea*, *Cox7a1*, *Pgc1α*, *Prdm16*, *Ebf2*, *Leptin*, *Adiponectin*, and *Resistin* in obese eWAT (n = 6 samples per group). * $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$.

One-way ANOVA. Box-and-whiskers plots show median (line within box), upper and lower quartile (bounds of box), and minimum and maximum values (bars).

How the deposited data were processed for this re-analysis (not part of the article)

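RNA of eWAT from mice kept at 30°C or adapted to 4°C, –10°C, or –10°C/–20°C was measured on 12 Affymetrix Mouse Exon 1.0 ST arrays, 3 per group. The authors made the deposited log2 values with RMA in Affymetrix Expression Console, as the submitters' processing notes name it, which corrects for background, normalizes between arrays, and summarizes the probes of each gene. The versions of these tools are not given in the sources used here. The deposited log2 values were used without further normalization. Every column of the table was tied to its array by the labels.

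Gene symbols came from the platform annotation given with the table, and 14941 of the 14996 probe sets with 1 symbol had their gene in the RefSeq table of GRCm38.p6, from which no coordinates were used. Probe sets with several symbols or none were left out of the gene tests. The level of 4.52, the 95th percentile of the mean values of 718 olfactory receptor genes, served as background. These receptors had a median of 2.35. For arrays, their number and the signal over this background limit the precision.

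Each gene was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 over all 4 groups, with contrasts between groups, a moderated F-test over the groups, and Benjamini-Hochberg adjustment over 14860 genes. Adjusted p-values in the text are from limma unless another test is named. Genes with an adjusted p under 0.05 are called different. Gene lists were tested with limma's camera, with a preset correlation between genes of 0.01, and adjusted over the 31 lists of each comparison. Camera with an estimated correlation (statmod 1.5.0 was installed) and fry were run as alternatives. Counting within a list was repeated with the adjustment taken over the list alone. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

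The procedure was tested on simulated data, with 200 of 14860 genes changed. At a log2 fold of 1, 88%, 93%, and 87% of the 100 changed genes were recovered for 4°C, –10°C, and –10°C/–20°C against 30°C, and at a log2 fold of 2, 100%, 99%, and 99%. False calls numbered 9, 8, and 8. The simulated noise was independent between genes and drawn from the fitted spread. In the deposited values, 1 component held 48.8% of the variance of the deviations from the group means. These numbers are therefore not error rates for the deposited arrays.

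The comparisons, the gene lists, the rule for named genes, and the alternatives were fixed before the data were examined, except where the text says otherwise. Supplemental Table 1, with array values of the 1998 entries read, and the paper's figures had been seen by then, so that the lists and the rule are not blind to these arrays. The rule named, for each cold group against 30°C, the 10 largest increases and the 10 largest decreases among genes past the test whose 3 arrays all lay above or all below those of 30°C, the genes the paper names, and up to 4 members of each list, those with the largest change with –10°C/–20°C among members past the test. Where no member passed, the rule named the 2 with the highest level. It gave 130 genes. The lists cover the thermogenic program, beige and brown lineage markers, creatine and calcium cycling, the respiratory chain, the tricarboxylic acid cycle, mitochondrial and peroxisomal fatty acid oxidation, triglyceride breakdown, receptors and inhibitors of lipolysis, fatty acid, cholesterol, and triglyceride synthesis, glucose and glycogen, adipokines, macrophages, lymphocytes, mast cells, endothelium, matrix and progenitors, mesothelium, epididymis and testis, skeletal muscle, red blood cells, dividing cells, immediate-early genes, the circadian clock, stress responses, nerves, and the study's lists of lipolysis genes, of differing lipolysis genes, and of cytokines.

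Alternatives were the methods' unpaired test or analysis of variance with adjustment, eBayes with a trend and robust fit, a filter that kept 10772 genes above background on at least 3 arrays, a repeated quantile normalization, centring of each array on its median, only the arrays of the groups compared, all probe sets, arrayWeights, the replicate number as a block, the form of the array names as a block, a change of at least 2-fold, and each array left out in turn. Some genes of the lists, and the paper's measurements by quantitative PCR, protein, and histology, were not analysed here.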

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

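The tests of explanations in this part were chosen after the results were seen. The gene counts themselves come from comparisons and lists that had been fixed earlier.

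Genes of the circadian clock, which the paper does not discuss, differed between the groups. With 4°C against 30°C, 10 of 12 measured clock genes passed limma's test, 7 higher and 3 lower (7 and 3 when adjusted over the list alone, camera adjusted p = 0.0055, and adjusted p = 0.15 with an estimated correlation). Dbp, an output gene of the clock, had log2 fold changes of 3.48 with 4°C, 1.12 with –10°C, and 1.86 with –10°C/–20°C, and Arntl, a core activator, of −2.39, −0.46, and −1.74 (below background on 1 of the 3 arrays with 4°C and on 1 with –10°C/–20°C). With –10°C/–20°C, 6 rose and 3 fell (7 and 3 when adjusted over the list alone, camera adjusted p = 0.026, and adjusted p = 0.25 with an estimated correlation), and with –10°C, 1 rose and 1 fell. With the form of the array names as a block, 4 rose and 1 fell with –10°C/–20°C.

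A shift of whole arrays is argued against by the 2 arms of the clock. With 4°C, the median of the output genes lay 2.58 above that of Arntl, Npas2, Clock, and Cry1 (95% interval over genes 1.34 to 3.78, genes not being independent replicates), or 3.12 (1.87 to 3.98) without Cry1, a repressor. A change graded with temperature is argued against in the list as a whole by its median for –10°C against 4°C, with the sign of these 4 turned. That median was −1.01 (−1.43 to −0.70 over genes), or −1.02 (−1.44 to −0.78) without Cry1. Gene by gene, Per3 alone passed limma's test between these 2 groups (adjusted p = 0.027), which limits this argument. Tissue collected at different times of day stays open: with 4°C, 11 of 12 genes lay in the direction of 1 shift of phase, 10 of them past the test, and the paper's text gives no time of collection. A phase change driven by cold could give the same value, so that these explanations cannot be told apart here, and the day and night temperatures of the –10°C/–20°C group differed as well.

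Macrophage genes and genes of matrix and progenitors, which the paper does not discuss on these arrays, were lower with –10°C/–20°C, 15 of 20 and 13 of 21. A share of RNA that fell alike in all cells other than adipocytes is argued against as the whole cause, since the median of endothelial markers lay 1.29 above that of macrophage genes (0.94 to 1.71) and 1.09 above that of matrix genes (0.70 to 1.59), or 1.23 and 1.02 without Vegfa, a ligand. All intervals in this paragraph are 95% intervals over genes, which are not independent replicates, and do not measure the spread between arrays. A lower share together with a rise of endothelium stays open, as the medians of lymphocyte, mast cell, and mesothelial genes were lower too, at −0.67, −0.75, and −0.34. By endomucin staining, the paper reports a higher density of microvessels in eWAT with –10°C and –10°C/–20°C. Endothelial markers may therefore be no neutral reference, and their distance from the other lists does not exclude a fall shared by the other cell types. Scaling between arrays is argued against as the whole cause by medians of −0.98 (−1.36 to −0.82) and −0.78 (−1.22 to −0.56) with each array centred on its median, and epithelial RNA in the pad by 15 macrophage and 15 matrix genes still lower with the level of epithelial markers as a covariate. Fewer macrophages and lower expression per macrophage, or fewer fibroblasts and lower expression per cell, stay open and were not tested.

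Of 15 genes of dividing cells, 9 were lower with –10°C/–20°C (9 when adjusted over the list alone, camera adjusted p = 7.7e-06, and adjusted p = 0.13 with an estimated correlation), among them Top2a and Ccna2 with a log2 fold change of −1.15 each (below background on 3 and 1 of the 3 arrays with –10°C/–20°C, so that Top2a fell at least 1.20-fold), 6 of the 15 were below background in all groups, and 5 were lower with arrays centred on their medians.

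In 62 genes the change with 4°C against 30°C was followed by an opposite change with –10°C/–20°C against 4°C, both past limma's test, 47 of them up and then down and 15 down and then up. Cdkn1a, an inhibitor of the cell cycle, had log2 fold changes of −2.08 and 2.24, Slc7a8, an amino acid transporter, −1.56 and 2.48, and Oxtr, the oxytocin receptor, 1.78 and −2.50, the last 2 and Pdk4 being named after their values were seen. Pdk4, which restrains glucose oxidation, had −1.46 and 1.97, and Dbp 3.48 and −1.62. Both comparisons use the 4°C arrays. In 100 simulated sets of unchanged genes the mean and the highest count were 0. With no gene changed, few calls are made in either comparison, so these sets cannot measure the effect of the shared arrays. Independent lists of these sizes would share 22.6 and 3.54 genes, or 26.1 in all, and part of the excess may come from the shared arrays. Of 100 groupings of the 12 arrays, 2 gave a count as large, the real one included, and the highest other, 69, was above the real count. In 98 of the others the arrays of –10°C/–20°C were apart, with a median count of 0, so that the groupings weigh little here and chance is left open. The count was 36 with each array centred on its median and 35 with the form of the array names as a block, and it was 28, 27, 17, 35, 30, and 35 without 30°C replicates 1 and 2, 4°C replicates 1 and 3, and –10°C/–20°C replicates 2 and 3.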

How the results depend on the processing

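Of the alternatives, the 2 that use the level of epithelial markers as a covariate or leave out both 4°C replicate 2 and –10°C replicate 1, the ranks after a repeated quantile normalization or centring, and the medians without Cry1 or Vegfa, were chosen after seeing the data. No named gene past limma's test turned its direction under any alternative run. The set tests were repeated only with an estimated correlation, with fry, with the filter on dim genes, with the replicate block, and without each array. In these runs no list called by camera turned its direction. The balance of all genes turned with –10°C/–20°C against 30°C, from 1068 higher and 1639 lower to 1905 and 1004 with centring on the median, and so did the medians of some lists that were not called. Counts are given in the order 4°C, –10°C, and –10°C/–20°C against 30°C, –10°C against 4°C, –10°C/–20°C against –10°C, and –10°C/–20°C against 4°C. The cause of a move was not tested unless named.

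With the methods' t-test, adjusted, they were 0, 19, 593, 0, 4, and 88 (452, 1239, 2707, 6, 1064, and 1452 by limma, and 1611, 2537, 3354, 1188, 2733, and 2677 by the t-test before adjustment), and the count of opposite changes was 0 against 62. With arrayWeights they were 1873, 2597, 4074, 49, 2006, and 2474, with 4542 genes past the F-test and 342 opposite changes. With the form of the array names as a block, –10°C and –10°C/–20°C against 30°C gave 314 and 1585, –10°C against 4°C 0, and –10°C/–20°C against 4°C 705, with 1501 genes past the F-test, 558 in the order of the temperatures, and 35 opposite changes. A change of at least 2-fold left 119, 210, 630, 208, and 295 in all but the comparison of –10°C with 4°C, and 13 opposite changes. Only the arrays of the groups compared, that is fewer arrays, gave 94 with 4°C against 30°C and 0, 658, and 874 in the last 3 comparisons. With all probe sets, 252 differed with 4°C against 30°C, 2 between –10°C and 4°C, and 29 changed in opposite directions, and with centring on the median 36 did. Without 4°C replicate 2 and –10°C replicate 1, –10°C against 30°C gave 706 and the last 3 comparisons 0, 433, and 863, and with the epithelial covariate –10°C against 4°C gave 17.

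Leaving out each array in turn gave 129 to 581, 696 to 1374, 1994 to 2796, 0 to 14, 392 to 1126, and 829 to 1507, with 1733 to 2487 past the F-test, 720 to 966 in the order of the temperatures, and 17 to 71 opposite changes. The rank of Cidea went from 6 to 13 and that of Cox8b from 7 to 20, and Elovl3 stayed at 1. Cox8b had rank 10 after a repeated quantile normalization. Of 31 lists, camera called 16, 19, and 17 against 30°C in the 3 cold groups, and 1, 8, and 2 with an estimated correlation, and leaving out arrays gave 15 to 18, 17 to 19, and 15 to 18.

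The replicate numbers were not taken to pair the arrays, since 11 of 18 same-numbered pairs correlated above 0.1 in their deviations from the group means (range −0.386 to 0.540, but 0.171 to 0.453 in all pairs of replicate 1), and 5 of 12 arrays correlated best with an array of their own number. With the replicate block, the counts were 476, 1308, 2879, 7, 1154, and 1548. Of 390 results for named genes, 185 lost their call with the methods' t-test, adjusted, 64 with the form of the array names as a block, 46 with only the arrays compared, 34 with all probe sets, 12 with centring, 8 with quantile normalization, and 1 with the replicate block, and 41 gained one with arrayWeights. The 390 include results that limma had not called, so that the share of calls lost is larger than these numbers over 390. Signal over background limits Ucp1 and most cytokines.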

Differences from the paper's values

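The paper's log2 fold changes, from the group means of Supplemental Table 1, were set beside those of 115 named genes here, and the comparison with the quantitative PCR statements was chosen after the values were seen. Of 345 values, 6 differ in sign or by more than the replicate SD. The median gap was 0.05 and the largest 0.13. The array signals printed beside those group means match the deposited ones within 0.001 on the log2 scale. The gaps therefore lie between the paper's group means and its own array signals. For Napepld and Pla1a, group means on the third sheet lay up to 0.04 and 0.09 from the means of the signals beside them.

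For Aplnr with –10°C/–20°C against 30°C, the paper's value is −0.78 and the value here −0.89. For Fbxo31 with 4°C, the paper's is −0.0166 and that here 0.054. For Ffar2 with –10°C, the paper's is −0.0103 and that here 0.0454. For Napepld with –10°C, the paper's is −0.0459 and that here 0.0319. For Pla1a with 4°C, the paper's is −0.0245 and that here 0.0474. For Prc1 with 4°C, the paper's is 0.0014 and that here −0.0235, for a gene below background on 2 of 3 arrays in both groups, so that its sign means little. Of the alternatives set before the data were examined, a repeated quantile normalization brings all 6 within the paper's. Aplnr also falls within it with centring on the median and without 30°C replicate 1 or –10°C/–20°C replicate 3, Fbxo31 with arrayWeights and without 30°C replicate 1, and Ffar2 with arrayWeights and without 30°C replicate 1 or –10°C replicate 2. Napepld does so without 30°C replicate 3 or –10°C replicate 1, Pla1a without 30°C replicate 1 or 2 or 4°C replicate 1, and Prc1 without 30°C replicate 2 or 3 or 4°C replicate 3. Every other alternative set before the data were examined and run on these genes still differs. The alternatives chosen after seeing the data were not set against the paper's values.

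The paper places Cox8b among the 10 most upregulated genes with –10°C/–20°C, and it ranked 12 here, while Elovl3 ranked 1 by the measured difference and Cidea 8. In the paper's own group means, over the 1998 of 2083 entries read, Cox8b ranks 10. It came to rank 7 without 30°C replicate 1 or –10°C/–20°C replicate 2, to 8 without –10°C/–20°C replicate 3, and to 10 after a repeated quantile normalization, a setting chosen for ranks after seeing the values.

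The P values printed in Supplemental Table 1 for 14 lipolysis genes rest on array signals that are not those of the gene named. With the gene's own deposited signals and the same equal-variance test, 7 of the 14 fall on the other side of 0.05 with 4°C and 3 with –10°C/–20°C. For Lipa with –10°C/–20°C the paper's P is 0.136 and that from its own signals 0.014, for Pex7 0.458 and 0.031, and for Pdk4 2.7e-04 and 0.052. None of the genes labelled in Fig. 2C and 2D is among the 14.

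By quantitative PCR, the paper reports leptin lower in every cold group, and it does not say whether those samples include the ones on the arrays. The paper's text and the title of Fig. 2 place its leptin, adiponectin, and resistin measurements in eWAT, and a supplemental figure shows those of subcutaneous fat separately. The legend of Fig. 2F names subcutaneous fat, which is at odds with that text and title. On the arrays Lep had log2 fold changes of −0.66 with 4°C (adjusted p = 0.87), −1.38 with –10°C (adjusted p = 0.42, and −0.12 without –10°C replicate 2), and −6.48 with –10°C/–20°C, where 2 of the 3 arrays were below background. The paper reports Ebf2 unchanged, which was −1.05 with –10°C/–20°C (adjusted p = 3.0e-04 from limma). The methods' t-test did not make this call once adjusted over all genes, an adjustment that the paper's methods do not name. The 3 arrays with –10°C/–20°C, at 6.83 to 7.19, all lay below those with 30°C, at 7.91 to 8.22. The paper reports Adipoq lower with –10°C/–20°C than with 4°C, where the arrays gave −0.14 (adjusted p = 0.36). Adipoq and Retn, between 12.10 and 13.07 on every array, lie near the arrays' maxima of 12.99 to 13.14, so that changes in them may be compressed, and these values do not test the paper's statements on either. The paper reports Ucp1 rising at each step in mRNA and in protein, with UCP1 staining of eWAT highest with –10°C/–20°C. On the arrays Ucp1, with means below background in all groups, had −0.03, 0.10, and 0.55 against 30°C. These values do not test the paper's statements on its mRNA or protein. The paper's modest rise of Ppargc1a was 1.34 (adjusted p = 0.054), which passed among others with only the arrays compared, with a repeated quantile normalization, and with centring on the median. On Dio2 (measured 2.45, at least 3.47-fold, adjusted p = 0.0039) and Cidea (3.41) the arrays gave the direction that the paper states for –10°C/–20°C. Prdm16 had −0.07 (adjusted p = 0.74), where the paper's Results call it unchanged and its Discussion calls it lower in visceral fat of lean and obese mice in the extreme cold.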

Other observations

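The tests of Ucp1 and of other groupings of the arrays in this part were chosen after the results were seen, and the lists had been fixed earlier.

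Stress genes changed little as a list with –10°C/–20°C against 30°C. Of 14 genes of endoplasmic reticulum stress, the integrated stress response, and heat shock, Chac1, Dnajb9, and Asns rose, with log2 fold changes of 1.49, 1.27, and 1.00, and 11 did not pass (3 rose and 1 fell when adjusted over the list alone, median 0.01, or 0.17 with centring on the median, camera adjusted p = 0.099). Among 15 immediate-early genes, Nr4a3 rose by 3.57 on the log2 scale, Dusp1 and Nr4a2 fell, with −1.02 and −0.62, and 12 did not pass (1 and 2 when adjusted over the list alone, median −0.66, camera adjusted p = 0.14). The median was −1.37 with the form of the array names as a block, where 3 fell and the call of Nr4a2 was lost, and with centring that of Dusp1 was. With –10°C this list was called lower against 30°C, with a median of −0.996, or −1.56 with the block, and 1 of 15 genes past the test (3 when adjusted over the list alone, camera adjusted p = 8.5e-07). It was also called lower against 4°C, with a median of −0.72 and 0 genes (camera adjusted p = 3.7e-08), and neither call held (adjusted p = 0.24 and 0.22 with an estimated correlation). Among 8 genes of sympathetic axons and Schwann cells, Gfra2, a receptor subunit for neurturin, fell, with a log2 fold change of −1.92 (SE 0.21, adjusted p = 1.2e-04), and 7 did not pass (1 fell when adjusted over the list alone). The median of this list was −0.07, or 0.03 with a repeated quantile normalization and 0.08 with centring on the median (camera adjusted p = 0.32).

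Lists of tissues that lie next to the pad did not pass the camera test with –10°C/–20°C against 30°C. Of 9 mesothelial markers, Wt1 fell, with −0.42, and 8 did not pass (2 fell when adjusted over the list alone, median −0.34, or −0.19 with centring and −0.14 with the form of the array names as a block, camera adjusted p = 0.12). The call of Wt1 was lost with centring. With –10°C, camera called the mesothelial list lower against 30°C and against 4°C, with medians of −0.29 and −0.41 (adjusted p = 0.0085 and 6.4e-05, and adjusted p = 0.39 and 0.25 with an estimated correlation), and 0 of the 9 markers passed. The 13 measured genes of epididymis and testis, 10 of them below background, did not pass limma's test, over all genes or when adjusted over the list alone. Their median was −0.05, or 0.10 with centring on the median and −0.15 with the block, where 1 fell (camera adjusted p = 0.57), and Prm2 and Tnp2, the most abundant, had −0.03 and −0.01. With –10°C they had 1.07 (adjusted p = 0.48) and 0.69 (adjusted p = 0.21), and Prm2 read 7.91 and 8.06 on –10°C replicates 2 and 3 against 5.36 on replicate 1. Of 9 skeletal muscle genes, Actn3 fell, with −0.62, and 8 did not pass (1 fell when adjusted over the list alone, median −0.08, or 0.07 with centring and −0.23 with the block, where the call of Actn3 was lost, camera adjusted p = 0.26). The 2 red blood cell genes measured, Alas2 and Slc4a1, had 1.12 (adjusted p = 0.36) and 0.18 (adjusted p = 0.62), with a list median of 0.65, or 0.39 with the block (camera adjusted p = 0.32). Without –10°C/–20°C replicate 2, Alas2 had 0.07, and neither passed when adjusted over the list alone. Epithelial markers varied widely between arrays, also within 1 group. With 4°C, Epcam ranged from 4.69 on replicate 3 to 8.26 on replicate 2, and Cuzd1 from 4.70 on 4°C replicate 3 to 10.2 on 4°C replicate 2.

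Ucp1 had means below background in all groups, so that no fold is given for it. Compression of a signal this low may hide a larger rise. Of 3173 genes with a mean at or below that of Ucp1 with 30°C, 1, Elovl3, rose at least 4-fold past the test. Dio2, Scd3, and Tgm3 had 30°C means of 3.87, 3.99, and 4.26, above that of Ucp1 but below background. They rose too, with measured log2 fold changes of 2.45, 5.61, and 4.23. Genes between the level of Ucp1 and background were not counted as a set. A rise from a level near that of Ucp1 can thus be seen for some probe sets, which leaves Ucp1's open. A probe set that measures the transcript poorly stays open too, since the mean of Ucp1 with 30°C lay at −0.70 relative to background and no array here is of a fat known to make much Ucp1. These cannot be told apart here.

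Other groupings of the arrays were counted for each result. For 3 arrays against 3 there are 10 groupings, too few for a share under 0.05, and the real grouping was the 1 with the highest count in each comparison. The counts were 452, 1239, 2707, 1064, and 1452 with a highest other of 0 by limma for 4°C, –10°C, and –10°C/–20°C against 30°C and for –10°C/–20°C against –10°C and against 4°C, and 6 with a highest other of 1 for –10°C against 4°C. For the 2537 genes past the F-test and for the 1014 in the order of the temperatures, 1 of 100 groupings, the real one, gave a count as large, with a highest other of 2382 and 129. If the arrays can be exchanged freely, chance alone is argued against for arrays that do not differ by group at all. The arrays with the other form of name lie in the 30°C and 4°C groups alone, so that such an exchange is not assured. The order itself, and differences among 30°C, 4°C, and –10°C, are not tested by this. The grouping with 2382 was the only 1 of 99 that kept the 3 arrays of –10°C/–20°C together, which points to that group as the main structure of the arrays. With these arrays apart, the highest was 306 and the median 0.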
